# Impact of scaffolding protein TNRC6 paralogs on gene expression and splicing

**DOI:** 10.1261/rna.078709.121

**Published:** 2021-09

**Authors:** Samantha T. Johnson, Yongjun Chu, Jing Liu, David R. Corey

**Keywords:** RNA interference, TNRC6, GW182, alternative splicing, Argonaute, RNA sequencing

## Abstract

TNRC6 is a scaffolding protein that bridges interactions between small RNAs, argonaute (AGO) protein, and effector proteins to control gene expression. There are three paralogs in mammalian cells, *TNRC6A*, *TNRC6B*, and *TNRC6C*. These paralogs have ∼40% amino acid sequence identity and the extent of their unique or redundant functions is unclear. Here, we use knockout cell lines, enhanced crosslinking immunoprecipitation (eCLIP), and high-throughput RNA sequencing (RNA-seq) to explore the roles of TNRC6 paralogs in RNA-mediated control of gene expression. We find that the paralogs are largely functionally redundant and changes in levels of gene expression are well-correlated with those observed in *AGO* knockout cell lines. Splicing changes observed in *AGO* knockout cell lines are also observed in *TNRC6* knockout cells. These data further define the roles of the TNRC6 isoforms as part of the RNA interference (RNAi) machinery.

## INTRODUCTION

Scaffolding proteins play critical roles in biology by bringing proteins with diverse functions into proximity (Shaw and Filbert 2009). Their ability to guide the formation of complexes increases the effective concentrations of proteins and nucleic acids relative to one another, allowing for more efficient activities inside cells. One important example of scaffolding proteins is the GW182 family (Eystathioy et al. 2002) which plays a critical role facilitating the regulation of gene expression during RNA interference (RNAi) (Baillat and Shiekhattar 2009; Takimoto et al. 2009; Niaz and Hussain 2018).

In vertebrates, there are three GW182 protein paralogs, also known as trinucleotide repeat containing protein 6A (TNRC6A), TNRC6B, and TNRC6C. These are multidomain proteins consisting of an argonaute (AGO) binding domain that can bind up to three AGO protein paralogs (Nishi et al. 2013; Pfaff et al. 2013; Elkayam et al. 2017), CCR4-NOT interacting motif (CIM) (Chekulaeva et al. 2011; Fabian et al. 2011), an ubiquitin associated-like (UBL) domain (Nishi et al. 2013), a glutamine rich domain (Q-rich) (Baillat and Shiekhattar 2009), a PABP-interacting motif 2 (PAM2) (Fabian et al. 2009; Lazzaretti et al. 2009), and an RNA recognition motif (RRM) (Fig. 1A; Eulalio et al. 2009).

**FIGURE 1.**
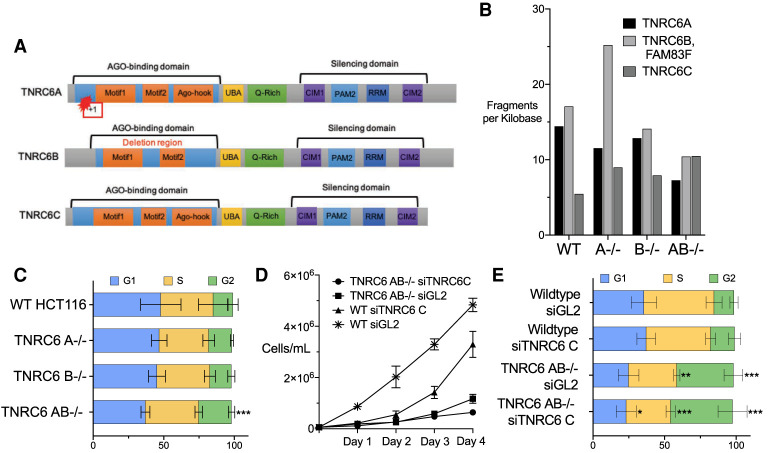
Effect of loss of TNRC6A, TNRC6B, or TNRC6C expression on cell cycle and cell proliferation. (*A*) Diagram of TNRC6A, TNRC6B, and TNRC6C proteins, with known motifs, knockout mutations, and deletions. (*B*) Bar graph of TNRC6 paralog's fragments per kilobase values obtained from whole-cell RNA sequencing of knockout cell lines. TNRC6B and FAM83F are overlapping genes. (*C*) Percentage of cells in each stage of the cell cycle. (*D*) Growth curve for cell lines transfected with anti-TNRC6C siRNA. (*E*) Percentage of cells in each stage of the cell cycle for transfected cell lines wild-type after transfection with siTNRC6C, or control duplex siGL2. (*) *P* > 0.05; (**) *P* > 0.01. (***) *P* > 0.001.

For RNA interference (RNAi), TNRC6 plays a critical bridging role. AGO protein binds miRNA guide strands and the miRNA:AGO complex associates with complementary target RNA sequences. TNRC6 binds to AGO through the one of two (in TNRC6B) or three (TNRC6A or TNRC6C) motifs in the AGO binding domain (Fig. 1A; Elkayam et al. 2017). The ability of TNRC6 to bind multiple AGO proteins permits enhanced association through cooperative binding between two or three AGO:miRNA complexes (Broderick et al. 2011; Gebert and MacRae 2019; Briskin et al. 2020). Mass spectrometry has identified other accessory proteins binding to TNRC6 domains that may contribute to the control of gene expression (Hicks et al. 2017; Suzawa et al. 2017; Sarshad et al. 2018). The best known TNRC6 interactor is the CCR4-NOT complex, which is responsible for translation repression during RNAi (Behm-Ansmant et al. 2006; Fabian et al. 2011; Collart 2016) but was initially discovered as a regulator of gene transcription (Albert et al. 2000).

This partnership between AGO and TNRC6 proteins is central to understanding how RNAi governs gene expression. Here, we use *TNRC6* knockout and knockdown cells deficient in *TNRC6A*, *TNRC6B*, and *TNRC6C* expression in combination with enhanced crosslinking immunoprecipitation (eCLIP) (Van Nostrand et al. 2016) and RNA sequencing (RNA-seq) to investigate the potential for unique and redundant function for the TNRC6 paralogs during RNAi. We find that the TNRC6 paralogs are largely redundant and that effects on gene expression are remarkably consistent to those observed when AGO proteins are knocked out.

## RESULTS

### Experimental design: TNRC6 knockout and knockdown cells

We have previously described *TNRC6A*^−/−^, *TNRC6B*^−/−^, and *TNRC6AB*^−/−^ knockout cell lines (Liu et al. 2019). HCT116 colorectal cancer cells were chosen as a parental line because they are diploid, which facilitates knocking out multiple genes simultaneously. We felt that knocking out multiple TNRC6 variants might be important because of the potential for redundant function. The use of HCT116 as a parental line also allows us to compare the TNRC6 lines directly with AGO knockout cell lines that were previously created from HCT116 cells (Chu et al. 2020, 2021).

The knockout of the TNRC6A protein was confirmed by western blot analysis (Supplemental Fig. 1A). We did not possess an adequate antibody to detect TNRC6B protein and knockout of TNRCB protein expression was confirmed by mass spectrometry (Liu et al. 2019). The knockout of *TNRC6A* was due to a point mutation that produced a frameshift, while the knockout of *TNRC6B* was achieved by a 95,481 bp deletion (Fig. 1A). 

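TNRC6A and TNRC6B, which scaffold the Argonaute silencing complex, were both lower as RNA in the lines that carry their own mutation, and neither transcript was absent. Each group was sequenced as 3 libraries, with counts per gene scaled to library size (CPM). TNRC6A (ENSG00000090905.18, GRCh38 chromosome 16, 24610209 to 24827632) fell in TNRC6A-/- cells to 68.7 ± 1.95 CPM (mean ± SD, n = 3; log2 fold change against wild type -0.70, SE 0.10, adjusted p = 4.02e-05, edgeR) and in TNRC6AB-/- cells to 51.0 ± 5.55 CPM (-1.13, SE 0.10, adjusted p = 1.43e-08, edgeR). TNRC6B (ENSG00000100354.20, chromosome 22, 40044817 to 40335808) fell in TNRC6B-/- cells to 119.8 ± 6.64 CPM (-0.68, SE 0.094, adjusted p = 9.61e-05, edgeR), a call lost in a fit of the 6 compared libraries alone (adjusted p = 0.134), and in TNRC6AB-/- cells to 93.1 ± 4.66 CPM (-1.05, SE 0.095, adjusted p = 1.66e-08). With TNRC6A knocked out TNRC6B rose by 0.50 (SE 0.094, adjusted p = 0.000766, edgeR; adjusted p = 0.064 in the 6 libraries alone), whereas TNRC6A in TNRC6B-/- cells moved by -0.04 (SE 0.099, adjusted p = 0.922). FAM83F, a casein kinase 1-binding gene next to TNRC6B (chromosome 22, 39994949 to 40043529), stood at 47.0 ± 6.76 CPM in wild-type and 49.5 ± 12.6 CPM in TNRC6B-/- cells (log2 fold change 0.07, adjusted p = 0.881). In length-scaled abundance (TPM) FAM83F was lower in TNRC6B-/- cells, at 3.78 ± 0.19 against 5.24 ± 0.18 in wild type, without overlap. It was 5.06 ± 0.11 in TNRC6A-/- and 4.16 ± 0.18 in TNRC6AB-/- cells. With the control duplex siGL2 it was 3.55 ± 0.88 in wild-type and 4.02 ± 0.08 in TNRC6AB-/- cells. With the siRNA pool against TNRC6C it was 3.82 ± 0.32 and 4.19 ± 0.32. Among transfected cells the means were thus not lower without TNRC6B. The differences in TPM were not tested. The counts are taken over the whole of each gene, so they check neither the frameshift nor the deleted exons, and a frameshifted transcript stays countable.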

*TNRC6A* and *TNRC6B* are the most abundant paralogs in HCT116 cells. 

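Within wild-type libraries TNRC6C was the lowest of the paralogs in both units, while the order of TNRC6A and TNRC6B turned with the unit. In TPM, Salmon's unit that allows for transcript length, TNRC6A stood at 31.1 ± 5.80, TNRC6B at 20.5 ± 2.15 and TNRC6C at 9.41 ± 1.39 (mean ± SD, n = 3). Within a library TNRC6A was 3.32 ± 0.46 times and TNRC6B 2.20 ± 0.17 times the level of TNRC6C, and TNRC6B at 0.67 ± 0.13 of TNRC6A. In CPM, without regard to length, TNRC6B led with 192.3 ± 9.45, ahead of TNRC6A at 111.5 ± 14.0 and TNRC6C at 50.3 ± 3.26. These are levels of RNA between different genes, and they say nothing of the amount of protein.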

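TNRC6C (ENSG00000078687.17, chromosome 17, 77959240 to 78108835), the paralog left intact in the knockout lines, rose in each of them in CPM. It reached 80.2 ± 6.58 CPM in TNRC6A-/- cells (mean ± SD, n = 3; log2 fold change 0.67, SE 0.087, adjusted p = 1.16e-05, edgeR), 69.9 ± 1.07 CPM in TNRC6B-/- cells (0.475, SE 0.087, adjusted p = 0.00228, edgeR) and 95.1 ± 6.81 CPM in TNRC6AB-/- cells (0.92, SE 0.088, adjusted p = 3.77e-08, edgeR). In TNRC6AB-/- cells transfected with the control duplex siGL2 TNRC6C stood at 119.8 ± 7.04 CPM, against 53.7 ± 4.24 CPM in wild-type cells given siGL2 (log2 fold change 1.16, SE 0.088, adjusted p = 2.11e-09, edgeR). The rise without TNRC6B was lost in 3 other settings. Among them were a fit of the 6 compared libraries alone (adjusted p = 0.475) and limma voom with a spread per group (adjusted p = 0.149). In TPM TNRC6C stood at 10.07 ± 3.49 in TNRC6B-/- cells against 9.41 ± 1.39 in wild type, overlapping. It was 12.85 ± 1.79 in TNRC6A-/- and 14.73 ± 3.61 in TNRC6AB-/- cells.

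**Figure D1:**
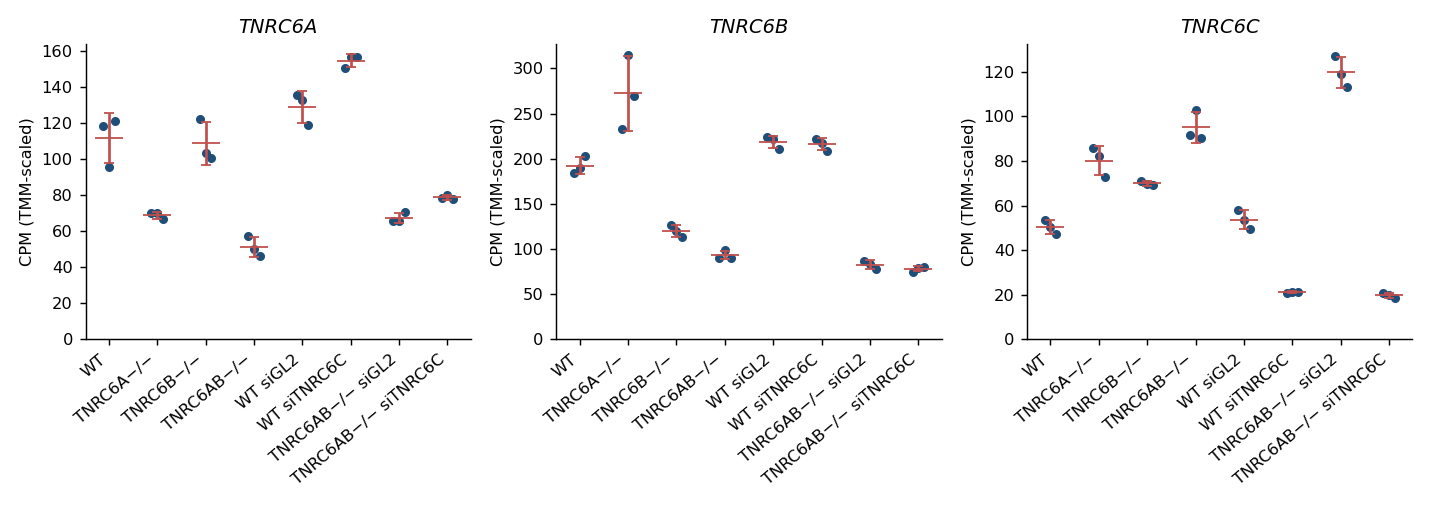
CPM of TNRC6A, TNRC6B and TNRC6C in each library of the 8 groups; bars mark group means, n = 3.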

*TNRC6C* is up-regulated in the *TNRC6 A*^−/−^ and *TNRC6 B*^−/−^ cell lines, suggesting the potential to compensate for their loss (Fig. 1B).

*TNRC6A*^−/−^ or *TNRC6B*^−/−^ single knockout cells grew slower than wild cells (Liu et al. 2019). *TNRC6AB*^−/−^ double knockout cells were the slowest proliferating. We could not obtain a *TNRC6ABC*^−/−^ triple mutant, consistent with residual TNRC6 function being necessary for cell growth. 

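TNRC6C RNA fell in both backgrounds given the siRNA pool against it (siTNRC6C), and some remained. In wild-type cells it stood at 21.0 ± 0.41 CPM (mean ± SD, n = 3), 60.8% below cells given siGL2 (95% interval 55.8 to 65.3; log2 fold change -1.35, SE 0.089, adjusted p = 6.68e-09, edgeR). In TNRC6AB-/- cells siTNRC6C left 19.7 ± 1.04 CPM, 83.5% below TNRC6AB-/- cells given siGL2 (interval 81.3 to 85.5; -2.60, SE 0.092, adjusted p = 1.12e-14, edgeR) and 63.3% below wild-type cells given siGL2 (interval 58.5 to 67.5; adjusted p = 2.87e-11). In TPM, which is not scaled further between libraries, TNRC6C stood at 6.45 ± 0.97 in TNRC6AB-/- siTNRC6C and 6.75 ± 1.30 in wild-type siGL2 cells. It was 18.3 ± 0.44 in TNRC6AB-/- siGL2 and 3.19 ± 0.48 in wild-type siTNRC6C cells. The share removed therefore depends on the unit, though the call against wild-type siGL2 held in each of 16 other settings. The larger fold in TNRC6AB-/- cells starts from a higher level, and the difference between the backgrounds was -1.25 (SE 0.125, adjusted p = 1.1e-05, edgeR interaction). TNRC6B was 78.1 ± 2.84 CPM in TNRC6AB-/- siTNRC6C cells (log2 fold change against wild-type siGL2 -1.485, adjusted p = 5.36e-11), and TNRC6A 78.6 ± 1.33 CPM (-0.71, SE 0.099, adjusted p = 5.11e-06). The fall of TNRC6A is absent when counts are scaled from TPM and mean transcript length (log2 fold change 0.087, adjusted p = 0.678). HPRT1, the purine salvage gene the study sets TNRC6C against in qPCR, moved by 0.18 (SE 0.14, adjusted p = 0.682) with siTNRC6C in wild-type cells and fell by 1.17 (SE 0.14, adjusted p = 6.66e-07, edgeR) in TNRC6AB-/- siTNRC6C cells against wild-type siGL2, from 72.8 ± 8.91 to 32.3 ± 0.98 CPM. Sequencing and qPCR are different assays with different references, so the shares of RNA removed need not match.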

To examine the effect of loss of TNRC6C protein expression we used a pool of anti-*TNRC6C* duplex RNAs that knocked down >90% of *TNRC6C* expression (Supplemental Fig. 1B).

### Effect of TNRC6 paralog expression on cell cycle

To further evaluate the impact of the TNRC6 paralogs on cell proliferation, we examined the consequences of *TNRC6* knockout on cell cycle. The *TNRC6A*^−/−^ and *TNRC6B*^−/−^ knockout cell lines showed no significant changes throughout the cell cycle (Fig. 1C). Double knockout *TNRC6AB*^−/−^ cells had a significant increase in G2 phase (Fig. 1C). The change in cell cycle stage for the double knockout cells is consistent with the reduced cell growth seen in the *TNRC6AB*^−/−^ cells (Liu et al. 2019).

Because we could not obtain triple knockout *TNRC6ABC*^−/−^ cells, we used an siRNA pool to knock down *TNRC6C* expression (Supplemental Fig. 1B). As a control, we also transfected a noncomplementary duplex RNA, siGL2, into both wild-type HCT116 and *TNRC6AB*^−/−^ double knockout cells. We observed that wild-type cells transfected with control duplex siGL2 grew faster than cells transfected with the siTNRC6C pool (Fig. 1D). For *TNRC6AB*^−/−^ double knockout cells, growth was decreased regardless of whether in the siGL2 or the siTNRC6C pool was introduced into cells. Reduced cell growth in the TNRC6AB^−/−^ cells, observed regardless of the knockdown of *TNRC6C* expression, may be related to the general decrease in fitness for these cells. Cell growth may be sensitive to addition of lipid/oligonucleotide complexes rather than being directly impacted by impairment of RNAi pathways.

When *TNRC6C* expression alone is knocked down using an siRNA pool, the cell cycle does not change significantly relative to addition of the control duplex (Fig. 1E). When both *TNRC6A* and *TNRC6B* expression are knocked out, the addition of either control or anti-*TNRC6C* duplex RNA in complex with lipid dramatically alters the cell cycle. Transfection with lipid can stress cells. These data suggest that the loss of most functions of the three TNRC6 paralogs may have a bigger impact when the cells are challenged by environmental change, an outcome similar to the cell growth impairment observed above.

### Impact of TNRC6 knockout/knockdown on gene expression

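Whole-transcriptome libraries of HCT116 cells, a human colon cancer line, cover 8 groups of 3: wild type, TNRC6A-/-, TNRC6B-/- and TNRC6AB-/- without transfection, and wild-type or TNRC6AB-/- cells given siTNRC6C or siGL2. The values below come from the authors' deposited Salmon estimates of reads per transcript, summed to genes of GENCODE 29. Of 44889 genes with reads, 24153 passed the expression filter and were tested in edgeR with TMM scaling and a quasi-likelihood fit of all 24 libraries. A gene counts as changed at an adjusted p (Benjamini-Hochberg) below 0.05 with a log2 fold change beyond 0.6 either way. In counts over a list of genes and for single named genes, rose and fell need only the adjusted p, whatever the fold. Untransfected lines are set against untransfected wild type, and groups given siTNRC6C against the same background or wild type given siGL2. Each knockout is a single cell line, so a difference from wild type includes whatever else sets that line apart. The sources do not say whether the 3 libraries of a group are independent cultures, and the p-values then measure the spread between these samples alone. Transfection went with other differences in handling: fragments ran 196.9 to 214.4 bases long on average in transfected libraries, 182.4 to 191.8 in wild type, TNRC6B-/- and TNRC6AB-/- without transfection, and 165.7 to 171.8 in TNRC6A-/-.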

We used RNA sequencing (RNA-seq) of whole cells to evaluate the impact of knocking down or knocking out *TNRC6A*, *TNRC6B*, and *TNRC6C* on overall gene expression (Fig. 2). 

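Mapped reads ranged from 28144290 to 42689320 per library (median 34465674 over 24 libraries), and untransfected groups were shallower. By group the medians were 29405732 for wild type, 29037236 for TNRC6A-/-, 33134279 for TNRC6B-/- and 34081135 for TNRC6AB-/-, against 41078221 for wild-type siGL2, 40629769 for wild-type siTNRC6C, 39973354 for TNRC6AB-/- siGL2 and 41207428 for TNRC6AB-/- siTNRC6C (n = 3 each). The TMM factors lay between 0.85 and 1.17. Spread between replicates was wider without transfection, with a median biological coefficient of variation of 0.204 against 0.08 in transfected libraries. On the first principal components, which carry 34.6% and 14.8% of the variance, replicate 2 of wild type (distance 11.4), replicate 1 of TNRC6B-/- (9.7) and replicate 3 of wild type (7.9) lay farthest from their group means. The share of reads in retained-intron transcripts ran from 3.38 to 5.74% in TNRC6B-/- and 3.52 to 5.15% in TNRC6AB-/- libraries, against 4.53 to 5.18% in wild type and 3.28 to 4.55% over transfected libraries.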

Read depth was consistent across all samples. Knocking out *TNRC6A* had a greater effect on gene expression than knocking out *TNRC6B* or knocking down *TNRC6C* (Fig. 2A). 

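TNRC6A-/- cells had more p53 targets and interferon-stimulated genes up than down, and single genes lay far from wild type. ANXA10, a calcium-dependent membrane-binding protein of gut epithelium, fell from 11.2 ± 1.48 to 0.149 ± 0.102 CPM (mean ± SD, n = 3; log2 fold change -6.17, SE 0.34, adjusted p = 5.44e-11, edgeR), and CPA4, a secreted carboxypeptidase, rose from 14.3 ± 3.67 to 115.0 ± 34.6 CPM (3.01, SE 0.18, adjusted p = 2.25e-10). Of 28 p53 targets tested 15 rose and 3 fell (16 and 3 when adjusted over the list alone). Among them were PLK2, a stress-induced kinase, by 1.28 (SE 0.13, adjusted p = 4.43e-07) and MDM2, the ligase that degrades p53, by 0.79 (SE 0.099, adjusted p = 7.8e-06). On that list camera gave adjusted p = 7.66e-06 at a preset correlation and adjusted p = 0.462 with an estimated correlation. Of 37 interferon-stimulated genes 20 rose and 1 fell (25 and 3 over the list alone; adjusted p = 0.466 with an estimated correlation). SAMD9, an antiviral factor, rose by 2.05 (SE 0.31, adjusted p = 8.26e-05). The TNRC6A-/- libraries also stand apart in fragment length (165.7 to 171.8 bases against 182.4 to 190 in wild type) and in mitochondrial reads (6.17 to 6.53% against 7.83 to 8.34%), and genotype, clone and library cannot be separated here.
In TNRC6B-/- cells ANXA10 fell by 7.51 (SE 0.38, adjusted p = 1.24e-11, edgeR) and SPARC, a matrix glycoprotein, rose by 3.08 (SE 0.26, adjusted p = 6.53e-08), while CPA4, up without TNRC6A, fell by 1.80 (SE 0.19, adjusted p = 2.83e-06). Of 29 mesenchymal genes 5 rose and 0 fell in these cells (7 and 0 over the list alone), with a median of -0.01 but a mean of 0.27. The test called the list up (camera adjusted p = 0.0466, and adjusted p = 0.319 with an estimated correlation).
In all, 2086 genes changed in TNRC6A-/- cells, 479 in TNRC6B-/- cells and 152 with siTNRC6C in wild-type cells. Fits of the 6 compared libraries alone called 1247, 44 and 593, and limma voom with a spread per group 1422, 105 and 557, with TNRC6A-/- ahead of both while the order of TNRC6B-/- and siTNRC6C turns. For siTNRC6C DESeq2 called 244 and leaving out any 1 library 41 to 72. For TNRC6B-/- the count was 1313 without TNRC6B-/- replicate 1 and 2288 without 4 libraries, the farthest from the group mean in each of wild type, TNRC6B-/-, TNRC6AB-/- and wild-type siGL2; that fit gave 441 for siTNRC6C. The counts were not tested against each other.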

The *TNRC6AB*^−/−^ double knockout has a larger effect than the single knockout cell lines (Fig. 2A). 

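Interferon-stimulated genes rose, and ribosomal protein genes fell, in TNRC6AB-/- cells. Of 37 interferon-stimulated genes tested 32 rose and 0 fell (33 and 0 when adjusted over the list alone; camera adjusted p = 2.62e-20 at a preset correlation, adjusted p = 0.127 with an estimated correlation). IFIT1, which binds foreign RNA, went from 3.98 ± 2.27 to 81.0 ± 52.9 CPM (mean ± SD, n = 3; log2 fold change 4.34, SE 0.45, adjusted p = 1.32e-07, edgeR). PARP14, an ADP-ribosyltransferase, rose by 1.51 (SE 0.12, adjusted p = 3.01e-09). Of 41 cytosolic ribosomal protein genes 38 fell and 0 rose (38 and 0 over the list alone; adjusted p = 9.13e-16, and adjusted p = 0.335 with an estimated correlation). RPL11, a large-subunit protein that also binds MDM2, fell by 0.79 (SE 0.13, adjusted p = 8.89e-05). MYC, a growth regulator, fell by 2.33 (SE 0.23, adjusted p = 6.42e-08). Of 35 ribosome biogenesis genes and MYC targets 28 fell and 0 rose (29 and 0 over the list alone; adjusted p = 0.25 with an estimated correlation). The retained-intron share of reads differs between the libraries of these groups, from 3.52 to 5.15% in TNRC6AB-/- and from 4.53 to 5.18% in wild type.
Of 29 mesenchymal genes 18 rose and 1 fell (19 and 1 over the list alone; adjusted p = 1.48e-07, and adjusted p = 0.00032 with an estimated correlation). VIM, an intermediate filament, rose by 3.23 (SE 0.19, adjusted p = 2.18e-11) and ZEB1, a repressor of epithelial genes, by 2.205 (SE 0.15, adjusted p = 1.84e-10). Of 13 markers of cells foreign to the line 3 rose and 1 fell (the same over the list alone; adjusted p = 0.397, and adjusted p = 0.574 with an estimated correlation), among them COL3A1, a fibrillar collagen, which rose from 0.0522 ± 0.0364 to 41.4 ± 23.9 CPM. Among 35 epithelial genes 19 fell and 4 rose (the same over the list alone; adjusted p = 1.97e-06, and adjusted p = 0.528 with an estimated correlation). ESRP1, an epithelial splicing factor, fell by 2.10 (SE 0.27, adjusted p = 2.51e-06). Among p53 targets 19 of 28 rose and 3 fell (20 and 4 over the list alone; adjusted p = 7.87e-07, and adjusted p = 0.25 with an estimated correlation). Targets of miR-17 and miR-200 family microRNAs followed with 16 of 26 up and 2 down (17 and 2 over the list alone; adjusted p = 1.97e-06, and adjusted p = 0.25 with an estimated correlation). BCL2L11, a trigger of apoptosis, rose by 1.31 (SE 0.11, adjusted p = 7.21e-09). Of 32 stress response genes 16 fell and 2 rose (the same over the list alone; adjusted p = 0.000344, and adjusted p = 0.538 with an estimated correlation). ASNS, asparagine synthetase, fell by 3.55 (SE 0.43, adjusted p = 1.06e-06).
In all 4521 genes changed, 2480 up and 2041 down. Of the genes up in TNRC6A-/- cells 580 were also up here where 114.7 would meet by chance, and 365 of those down (81.9 by chance). For TNRC6B-/- cells it was 205 up (29.3) and 120 down (16.4). All of these share the wild-type libraries. In 20 simulated runs without change, wild type drawn anew, 0 genes were shared in any pair. Such runs called 0 to 0.2 genes per comparison on average, so they cannot show what a shared control adds. With the called changes dealt to random genes instead, 73.7 up and 43 down were shared with TNRC6A-/- on average (57 and 31.6 if independent), and 18.5 up and 8.7 down with TNRC6B-/- (12.7 and 5.9). Those runs called fewer genes (on average 1268 for TNRC6A-/-, 263 for TNRC6B-/- and 3300.4 for TNRC6AB-/-), so their counts compare only with their own independent values. Part of the excess may therefore come from the shared controls. Genes changed in TNRC6A-/- cells were also compared with TNRC6AB-/- siTNRC6C against wild-type siGL2, which shares no libraries. There 432 were shared up (136.5 by chance) and 435 down (164.2 by chance), and 83 and 81 moved the opposite way.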

The greatest impact on gene expression was observed for the combination of *TNRC6AB*^−/−^ knockout and *TNRC6C* siRNA-mediated knockdown (Fig. 2A).

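Targets of let-7, a growth-restraining microRNA, rose in TNRC6AB-/- siTNRC6C cells against wild-type siGL2. Of 20 targets tested 12 rose and 2 fell (12 and 4 when adjusted over the list alone; camera adjusted p = 5.75e-06 at a preset correlation, adjusted p = 0.0163 with an estimated correlation). The list was not matched in length of the 3' untranslated region. In this comparison genes with the shortest such regions had a median of -0.31 and those with the longest 0.09, so a shift by length stays open. NR6A1, an orphan nuclear receptor, rose by 3.71 (SE 0.14, adjusted p = 7.23e-15, edgeR), HMGA2, a chromatin protein of proliferating cells, by 2.28 (SE 0.089, adjusted p = 2.21e-14) and CCND1, a G1 cyclin, by 2.69 (SE 0.17, adjusted p = 5.14e-11). Against TNRC6AB-/- siGL2 cells, which differ in siTNRC6C alone, NR6A1 went from 54.9 ± 2.70 to 239.8 ± 2.25 CPM (mean ± SD, n = 3; 2.13, SE 0.13, adjusted p = 3.53e-10). Its response to siTNRC6C exceeded that in wild-type cells by 2.18 (SE 0.18, adjusted p = 4.2e-07, edgeR interaction). Mesenchymal genes rose too (20 of 29 up, 1 down; 21 and 1 over the list alone; adjusted p = 9.16e-10, and adjusted p = 4.76e-05 with an estimated correlation). THBS1, an adhesive glycoprotein, rose by 3.20 (SE 0.28, adjusted p = 5.64e-09). The markers foreign to the line split here, with 5 up and 4 down (6 and 4 over the list alone). The retained-intron share of reads also differs between these groups, from 4.32 to 4.55% in TNRC6AB-/- siTNRC6C and from 3.28 to 4.33% in wild-type siGL2.
All 41 ribosomal protein genes fell (the same over the list alone; adjusted p = 1.01e-20, and adjusted p = 0.341 with an estimated correlation), RPS3 of the small subunit by 1.60 (SE 0.16, adjusted p = 3.73e-08). Their median was -1.18, and 94 genes matched in length and level had -0.93. The matched genes may include ribosomal protein genes outside the list of 41. How much of the fall goes with length and level therefore cannot be told. Of 27 hypoxia targets 22 fell and 3 rose (the same over the list alone; adjusted p = 3.06e-06, and adjusted p = 0.398 with an estimated correlation). HK2, a hexokinase of glycolysis, fell by 2.84 (SE 0.39, adjusted p = 4.62e-06), yet SLC2A3, a glucose transporter, rose from 41.8 ± 3.36 to 903.1 ± 32.3 CPM. Cholesterol synthesis genes fell (17 of 27, 1 up; the same over the list alone; adjusted p = 0.000638, and adjusted p = 0.484 with an estimated correlation). SQLE, an oxidase of the sterol pathway, fell by 1.11 (SE 0.20, adjusted p = 8.57e-05), a fall absent against untransfected wild type (-0.38, adjusted p = 0.132). Of 43 S phase genes 15 fell and 0 rose (14 and 0 over the list alone; adjusted p = 0.0112, and adjusted p = 0.774 with an estimated correlation). Of 8 intestinal differentiation genes 5 fell (0 up; the same over the list alone; adjusted p = 0.0399, and adjusted p = 0.341 with an estimated correlation). KRT20, a keratin of mature colon cells, fell by 3.65 (SE 0.41, adjusted p = 2.86e-07).
In all 7045 genes changed against wild-type siGL2, 2951 up and 4094 down, and 803 against TNRC6AB-/- siGL2, 312 up and 491 down. That last count was 2083 in a fit of those 6 libraries alone and 360 to 713 with a library left out. TNRC6AB-/- siGL2 cells by themselves differed from wild-type siGL2 in 3177 genes. Genes changed in TNRC6AB-/- cells without transfection met those changed here, in wholly different libraries, 902 times up (303 by chance) and 1170 times down (346 by chance), and moved the opposite way 165 and 57 times. The paper concludes that the paralogs are largely redundant, effects growing as more of them are removed.

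**Figure D2:**
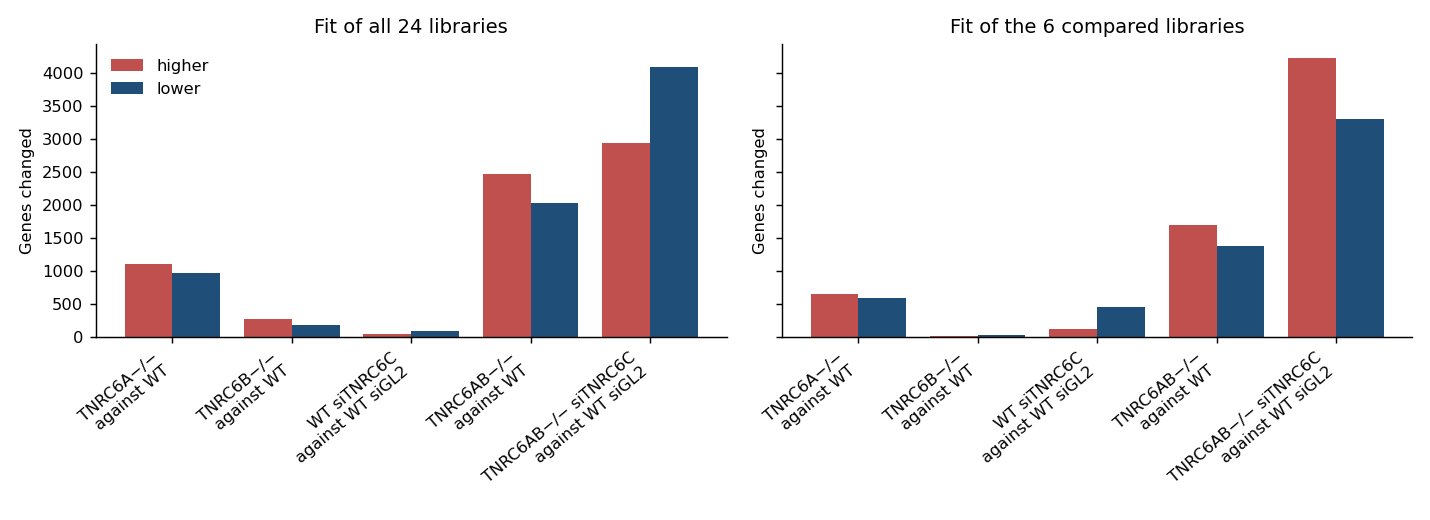
Genes up and down in each comparison at an adjusted p below 0.05 and a log2 fold change beyond 0.6 (edgeR, n = 3 per group).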

**FIGURE 2.**
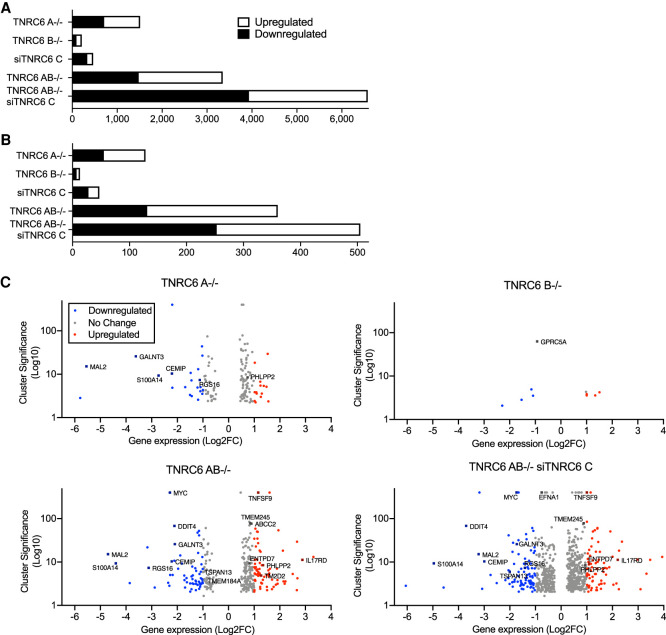
Association of AGO2 protein binding and gene expression in *TNRC6* knockout cells. (*A*) Total number of significantly up- or down-regulated genes in knockout cell lines. (*B*) Total number of significantly up- or down-regulated genes in knockout cell lines that overlap with AGO2 binding sites in coding sequences (CDS) and in the 3′ untranslated regions (3′UTR). (*C*) Volcano plots of gene expression in *TNRC6* knockout cell lines.

We have previously used enhanced crosslinking immunoprecipitation (eCLIP) (Van Nostrand et al. 2016) to identify locations within the transcriptome where AGO2 binds (Chu et al. 2020). Genes that host these sites are candidates for regulating gene expression because significant AGO2 binding is thought to be correlated with recognition of miRNAs (Lewis et al. 2003; Friedman et al. 2009; Gebert and MacRae 2019; Chu et al. 2020; Eisen et al. 2020). These regions were identified by clusters of RNA-seq reads that were not present or not significantly enriched when compared to parallel experiments using AGO2 knockout cells or a size-matched input sample.

The standard mechanism for endogenous miRNA regulation in mammalian cells suggests that regulation is through interactions within the 3′-untranslated region (3′-UTR). Therefore, we identified mRNAs that possessed read clusters within their 3′-UTRs. We then measured the effect of TNRC6 loss on the expression of these genes in knockout versus wild-type cells (Fig. 2B).

In all cell lines examined, only a small fraction of gene expression changes (Fig. 2A) were associated with significant AGO2 binding clusters (Fig. 2B). As we had observed for overall gene expression, the number of genes with altered expression was less in single knockout cells, greater in double knockout cells, and greatest in the *TNRC6AB*^−/−^ siTNRC6C cell line. Once again, the *TNRC6A*^−/−^ knockout had a bigger effect on expression than the *TNRC6B*^−/−^ knockout or siTNRC6C knockdown.

A standard assumption of miRNA action is that binding of an AGO:miRNA complex within the 3′-UTR will repress gene expression (Friedman et al. 2009; Guo et al. 2010; Jonas and Izaurralde 2015; Gosline et al. 2016; Gebert and MacRae 2019) and that knocking out AGO variants should increase gene expression. While reducing expression of RNAi factors like the TNRC6 variants would be expected to produce a complex mix of gene expression changes—some direct and some indirect—genes that associate with AGO2 would be expected to be de-repressed when critical RNAi factors are knocked out or knocked down.

We observed, however, that regardless of whether we examine the expression of all genes (Fig. 2A) or only genes with AGO binding clusters (Fig. 2B), that similar numbers of genes were associated with up- and down-regulation. These data indicate that there is no simple correlation between AGO2 occupancy and up- or down-regulation of a transcript.

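Risers outnumbered fallers modestly without TNRC6A (1117 up, 969 down), TNRC6B (285 up, 194 down) or both, while siTNRC6C tilted genes down, with 51 up and 101 down in wild-type cells. Large movers stood on both sides: in TNRC6AB-/- cells NRIP1, a nuclear receptor corepressor, fell from 68.3 ± 13.4 to 0.417 ± 0.219 CPM (mean ± SD, n = 3; log2 fold change -7.36, SE 0.24, adjusted p = 1.32e-15, edgeR), and HAS2, which makes hyaluronan, rose by 7.645 (SE 0.40, adjusted p = 3.77e-12). In TNRC6AB-/- siTNRC6C cells S100A14, a calcium-binding protein of epithelia, fell by 4.90 (SE 0.55, adjusted p = 3.03e-07), and EPHA4, an ephrin receptor, rose from 4.47 ± 0.27 to 116.3 ± 4.10 CPM (4.70, SE 0.20, adjusted p = 9.64e-14). The tilt of that comparison turned with the fit: the 6 compared libraries alone gave 4233 up and 3310 down, against 3691 up and 4312 down with limma voom. In siTNRC6C cells of wild type the same fit of 6 gave 132 up and 461 down. The tilts up are no firmer. With no filter TNRC6A-/- gave 1090 up and 1176 down and TNRC6AB-/- 2281 up and 2344 down. TNRC6B-/- gave 16 up and 28 down in the fit of 6, 299 up and 341 down with the retained-intron covariate, and 640 up and 673 down without TNRC6B-/- replicate 1. TMM scaling sets the bulk of genes to no change, so equal numbers up and down do not exclude a shift shared by most genes.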

We then used volcano plots to visualize cluster significance and fold change of individual genes (Fig. 2C). Once again, the *TNRC6 A*^−/−^ cell line showed more profound changes than *TNRC6 B*^−/−^ cells. 

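Among the 18 genes labelled in the volcano plots, MAL2 and GALNT3 fell furthest without TNRC6A. MAL2, which carries proteins to the apical membrane, fell in TNRC6A-/- cells from 189.6 ± 23.9 to 4.31 ± 2.37 CPM (mean ± SD, n = 3; log2 fold change -5.45, SE 0.53, adjusted p = 2.53e-07, edgeR), against -0.60 (SE 0.42, adjusted p = 0.58) in TNRC6B-/- cells. GALNT3, which starts mucin-type glycosylation, fell by 3.62 (SE 0.33, adjusted p = 9.86e-08) against 0.12 (adjusted p = 0.898). In TNRC6A-/- cells 4 of the 18 genes rose and 4 fell (4 and 7 when adjusted over the list alone), with a median absolute log2 fold change of 0.43. In TNRC6B-/- cells 1 rose, PHLPP2, a phosphatase of AKT, by 0.46 (adjusted p = 0.012), and 1 fell, GPRC5A, a retinoic acid-induced receptor, by 0.69 (adjusted p = 0.00106), with a median of 0.25; over the list alone 2 rose and 1 fell. Neither of those calls holds in a fit of the 6 compared libraries alone (adjusted p = 0.564 and adjusted p = 0.176). The study picked these genes on the same samples, so their sizes are not independent evidence, and the lines were not tested against each other.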

The *TNRC6 AB*^−/−^ cells or *TNRC6 AB*^−/−^ siC cells showed much greater effects than the single gene knockout cells, both in terms of the number of genes changed and the magnitude of gene expression changes. 

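In TNRC6AB-/- cells 8 of the same 18 genes rose and 9 fell, and in TNRC6AB-/- siTNRC6C cells 6 rose and 11 fell (the same over the list alone in each). IL17RD, which restrains FGF signalling, rose by 2.87 (SE 0.23, adjusted p = 3.01e-09, edgeR) and by 2.34 (SE 0.23, adjusted p = 3.03e-08) in the respective groups of 3 libraries. RGS16, a brake on G protein signalling, fell by 3.13 (SE 0.44, adjusted p = 8.98e-06) and by 1.39 (SE 0.42, adjusted p = 0.0106), the latter call lost with the retained-intron share in the fit. The median absolute log2 fold change was 1.48 in TNRC6AB-/- and 1.405 in TNRC6AB-/- siTNRC6C cells. With siTNRC6C in wild-type cells it was 0.27, where 1 gene rose and 0 fell (2 and 1 over the list alone). The riser was CEMIP, whose call is lost whichever of the 6 compared libraries is left out. As the study selected the genes for their change, the ranking was not tested.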

Cluster significance, the indication of AGO2 occupancy, was not associated primarily with up or down regulation regardless of which knockout cell line is examined. We also plotted the correlation of all significant genes with and without AGO2 binding clusters in TNRC6 AB^−/−^ siC and AGO123^−/−^. We found a significant correlation above 0.65 (Supplemental Fig. 2), supporting the conclusion that they participate in a common pathway.

### Comparing the impact of AGO and TNRC6 knockouts on global gene expression

The TNRC6 protein paralogs are important binding partners for AGO proteins (Kalantari et al. 2016b; Hicks et al. 2017). The scaffolding domains of TNRC6 facilitate the recruitment of effector proteins for mRNA degradation (Piao et al. 2010; Chekulaeva et al. 2011; Fabian et al. 2011; Hicks et al. 2017) or transcriptional activation (Hicks et al. 2017; Liu et al. 2018, 2019). Because of the partnership between AGO and TNRC6 we hypothesized that many gene expression changes would be shared between *TNRC6* and *AGO* knockout cells and those genes would be the best candidates as endogenous control points for regulation by miRNAs. It is also possible, however, that AGO and TNRC6 proteins may play independent roles. To evaluate these hypotheses and identify candidate genes, we compared the impact on gene expression of knocking out AGO and TNRC6 proteins (Fig. 3).

**FIGURE 3.**
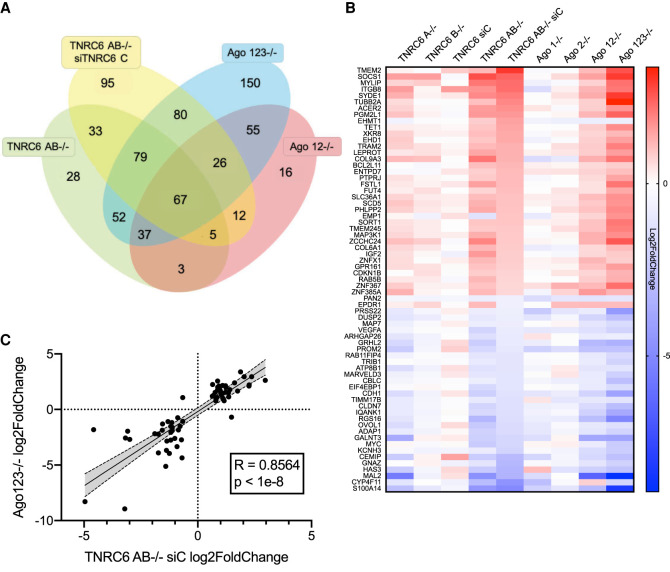
Consistent variation for AGO2 protein binding cluster's gene expression changes in *TNRC6* and *AGO* knockout cells. (*A*) Venn diagram showing the overlap of gene expression changes associated with AGO2 binding within 3′-UTRs. AGO2 binding was determined by eCLIP as described (Chu et al. 2020) and was required for inclusion. (*B*) Heatmap showing gene expression changes (Log_2_FoldChange) shared by *TNRC6* and *AGO* knockout cell lines. (*C*) Correlation plot of the 67 overlapping genes shown in *B* of AGO 123^−/−^ and TNRC6 AB^−/−^ siC log_2_FoldChanges. Shaded region is 95% confidence band.

We focused on genes that had significant AGO2-binding clusters within their 3′-UTRs (Chu et al. 2020) and compared the gene expression changes in *TNRC6AB*^−/−^, *TNRC6AB*^−/−^ siTNRC6C, *AGO12*^−/−^, and *AGO123*^−/−^ cells relative to wild-type HCT116 cells (Fig. 3A). When examining large data sets, it is important to prioritize outputs. We reasoned that genes showing expression changes in multiple cell lines would be the best candidates for physiologically relevant gene regulation. Gene expression changes due to experimental noise or artefacts from RNA-seq are least likely when the changes occur in multiple cell lines. We recognize that these stringent criteria may overlook some candidates, but they facilitate focusing on a manageable number of genes for further analysis.

We identified 67 genes with AGO2 binding clusters and significantly changed gene expression (FDR < 0.05, −0.6>Log_2_ Fold Change > 0.6) that were shared in all of the four cell lines (Fig. 3A). These 67 genes included examples of both up- and down-regulation, with 36 genes increasing expression and 31 genes with reduced expression.

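Of the 36 genes in the increased set, 35 rose in TNRC6AB-/- cells (35 also over the list alone) with a median log2 fold change of 1.21, and 1 fell: EMP1, an epithelial membrane protein, by 1.38 (SE 0.19, adjusted p = 6.63e-06, edgeR, n = 3 per group). All 36 rose in TNRC6AB-/- siTNRC6C cells, by 0.57 to 3.07, led by TMEM2, a cell-surface hyaluronidase, at 3.065 (SE 0.10, adjusted p = 1.85e-15). MYLIP, a ligase that degrades the LDL receptor, rose by 2.11 (SE 0.14, adjusted p = 1.62e-10) and by 2.28 (SE 0.14, adjusted p = 2.73e-11) in the respective groups. Of the 31 reduced genes 30 fell in TNRC6AB-/- cells with a median of -1.61. CDH1, the epithelial cadherin, fell by 2.00 (SE 0.33, adjusted p = 6.64e-05) and CLDN7, a tight-junction protein, by 2.07 (SE 0.33, adjusted p = 4.48e-05). Against the set's direction EPDR1, an ependymin-related glycoprotein, rose by 1.065 (SE 0.16, adjusted p = 1.74e-05). In TNRC6AB-/- siTNRC6C cells 30 of the 31 fell with a median of -1.36; DUSP2, a MAP kinase phosphatase, stood at -0.41 (SE 0.23, adjusted p = 0.157). The study chose these genes by their change in the same samples, which makes the directions no independent evidence.

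**Figure D3:**
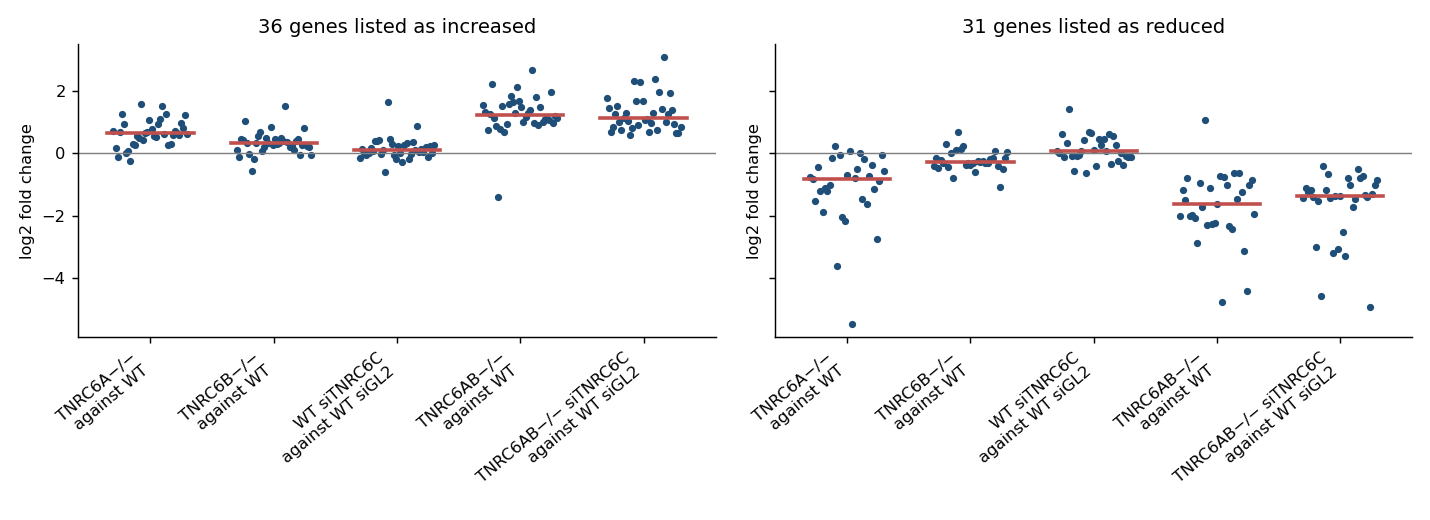
Log2 fold changes of the 36 increased and 31 reduced genes in each comparison (edgeR).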

We then used heat map analysis to sort these genes according to altered gene expression and to extend the comparison to our *AGO* knockout cell lines (Fig. 3B). 

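With siTNRC6C in wild-type cells, 3 of the 36 genes of the increased set rose and 1 fell (5 and 1 when adjusted over the list alone), around a median log2 fold change of 0.10. The risers were ITGB8, an integrin that activates TGF-beta, by 1.65 (SE 0.21, adjusted p = 0.000212, edgeR, n = 3 per group), TMEM2 by 0.86 (SE 0.097, adjusted p = 6.74e-05) and LEPROT, a receptor trafficking protein, by 0.46 (SE 0.096, adjusted p = 0.0211). IGF2, a fetal growth factor, fell by 0.61 (SE 0.14, adjusted p = 0.0318). Of the 31 reduced genes 1 rose, CEMIP, a hyaluronan-binding protein, by 1.42 (SE 0.29, adjusted p = 0.0192), and 0 fell (4 and 4 over the list alone; median 0.08). The calls on LEPROT and CEMIP are lost whichever of the 6 libraries is left out (adjusted p up to 0.112 for both), and that on IGF2 with 5 of the 6. ITGB8 and TMEM2 keep theirs throughout.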

Of the nine cell lines examined, the siTNRC6C knockdown cells showed the least change and no obvious correlation for up- or down-regulation. 

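Over the increased genes the median log2 fold change was 0.33 in TNRC6B-/- cells, where 10 of 36 rose (20 over the list alone, with 1 down), and 0.63 in TNRC6A-/- cells, where 28 rose (29 over the list alone, with 1 down). TRAM2, a translocation protein of the collagen pathway, rose by 0.47 (SE 0.096, adjusted p = 0.0058, edgeR, n = 3 per group) in the former and by 0.72 (SE 0.096, adjusted p = 1.71e-05) in the latter, and COL9A3, a cartilage collagen, by 1.04 (SE 0.15, adjusted p = 2e-04) and 1.245 (SE 0.15, adjusted p = 5.5e-06). For TNRC6B-/- cells neither call holds in a fit of the 6 compared libraries alone (TRAM2 adjusted p = 0.442, COL9A3 adjusted p = 0.177). Over the 31 reduced genes 20 fell in TNRC6A-/- cells (22 over the list alone; median -0.82), among them HAS3, a hyaluronan synthase, at -2.16 (SE 0.23, adjusted p = 7.76e-07). In TNRC6B-/- cells 0 of those fell by edgeR and 1 rose (1 up and 2 down over the list alone; median -0.28). In TNRC6AB-/- siTNRC6C cells against TNRC6AB-/- siGL2, the contrast of siTNRC6C alone, 16 of the 36 rose and 0 fell (24 and 0 over the list alone; median 0.42). The ranking of the lines was not tested.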

Of the remaining *TNRC6* knockout cell lines, gene expression changes were weakest in *TNRC6B*^−/−^ cells, stronger in *TNRC6A*^−/−^ cells, and strongest in the *TNRC6AB*^−/−^ and *TNRC6AB*^−/−^ siC cells—a comparison reminiscent of our data for cell proliferation, cell cycle analysis, and global gene expression. For the eight knockout cell lines, genes that were up-regulated in *AGO* knockout cells tended to be up-regulated in *TNRC6* knockout cells, while genes that were down-regulated in *AGO* knockout cells showed similar down-regulation in the engineered *TNRC6* cells (Fig. 3B).

We examined the correlation of the gene expression changes in the *TNRC6AB^−/−^ siC* and *AGO123*^−/−^ cells for the 67 genes with AGO2 binding clusters and significantly changed gene expression. These shared genes had a correlation factor of 0.86, indicating correlation of between *TNRC6* and *AGO* knockout cell lines (Fig. 3C). This correlation is consistent with TNRC6 and AGO proteins playing critical roles in common gene regulatory pathways, presumably the RNAi pathway.

For comparison, we also examined gene expression changes in other overlapping cohorts of knockout cells. For example, the 95 genes that were changed in the *TNRC6 AB*^−/−^ siTNRC6C cell lines, but no other cell line (Fig. 3A), did not show similar gene expression trends relative to the other cell types (Fig. 4A). The correlation factor for these 95 genes was less than 0.5, indicating no correlation (Fig. 4C). This result supports the conclusion that these gene expression changes are unrelated to perturbation of the RNAi pathway. Conversely, 252 changes shared between the *AGO123*^−/−^ and the *TNRC6AB*^−/−^ siTNRC6C cells mostly overlap (Fig. 4B) with a correlation of 0.72 (Fig. 4D), suggesting that these genes are more likely to be regulated by RNAi and is consistent with correlation of the smaller subset of 67 genes examined in Figure 3B.

**FIGURE 4.**
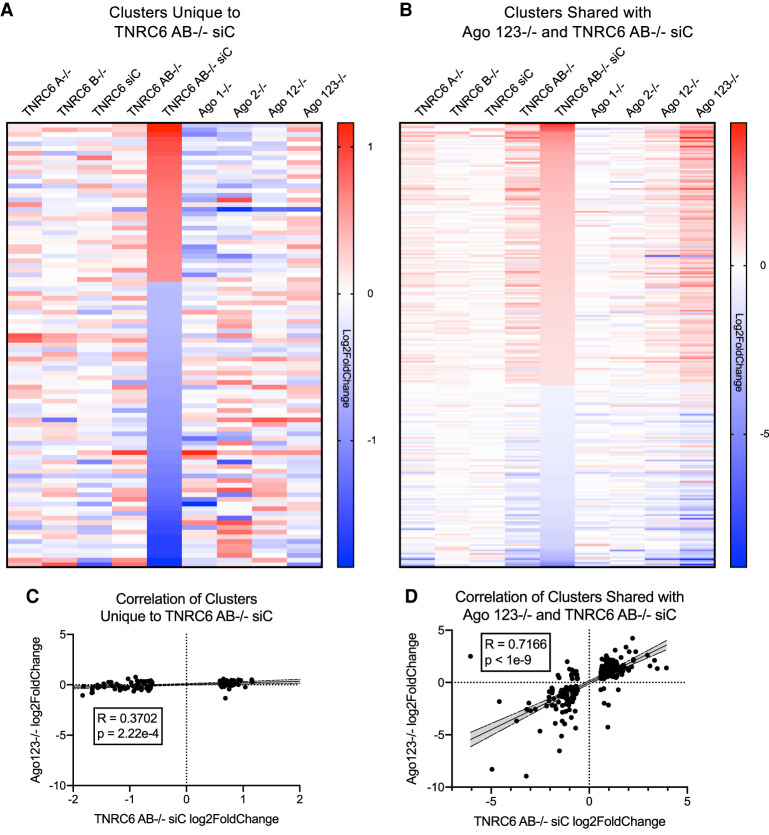
Comparison of gene expression in *TNRC6* and *AGO* knockout cells. (*A*) Heatmap of Log_2_FoldChange gene expression changes of 95 genes with AGO2 protein binding clusters that change significantly only in the *TNRC6AB*^−/−^ siTNRC6C cells. (*B*) Heatmap of Log_2_FoldChange gene expression changes of 252 genes with AGO2 clusters that change significantly in *TNRC6 AB^−/−^ siTNRC6C* and *AGO123*^−/−^ cells (not including the 67 genes previously shown in Fig. 3B). (*C*) Correlation plot of the 95 genes unique to TNRC6 AB^−/−^ siC shown in *A* of AGO 123^−/−^ and TNRC6 AB^−/−^ siC log2FoldChanges. Shaded region is 95% confidence band. (*D*) Correlation plot of the 252 genes changed in AGO123^−/−^ and TNRC6 AB^−/−^ siC in shown in *B* of AGO 123^−/−^ and TNRC6 AB^−/−^ siC log_2_FoldChanges. Shaded region is 95% confidence band.

When evaluating CLIP-seq data, it is essential to view the primary data to evaluate the characteristics of each cluster of reads to ensure the quality of the data and identify different classes of read cluster. In this case, we visually inspected the top 200 most significant clusters associated with 3′-UTR RNA. Previously, we had focused our experimental validation of gene expression in AGO knockout cells on 22 representative genes with distinctive and unambiguous AGO2-binding clusters (Chu et al. 2020). These genes were chosen to represent differing species of highly significant clusters (single clusters versus multiple closely space clusters), and both up- and down-regulated genes. These clusters were both significant relative to input or samples from AGO2 knockout cells and were composed of relatively large numbers of sequencing reads. The cluster sites contained seed multiple sequence complementarity matches with well-expressed miRNAs.

We compared the gene expression of these 22 chosen genes in our nine knockout or knockout/knockdown data sets. Similar to the result observed with our 67 gene overlapping cohort (Fig. 3), the selected 22 genes showed a similar rank order of gene expression change regardless of whether AGO or TNRC6 protein variants were being knocked out (Fig. 5A). As observed for the 67 gene cohort, the siTNRC6C knockdown cells did not trend with the other cell lines, suggesting that the *TNRC6C* knockdown had the least impact on cells. These data demonstrate that the broad trends correlating the impact of gene expression of TNRC6 and AGO knockdown also apply to genes with the strongest AGO2 association detected by eCLIP.

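Of the 22 genes 1 rose and 0 fell with siTNRC6C in wild-type cells (2 and 0 when adjusted over the list alone; edgeR, n = 3 per group), with a median absolute log2 fold change of 0.21. It was 0.40 in TNRC6A-/- cells (4 up, 4 down), 0.24 in TNRC6B-/- cells (1 up, 1 down), 1.25 in TNRC6AB-/- cells (8 up, 9 down) and 1.10 in TNRC6AB-/- siTNRC6C cells (6 up, 12 down). Over the list alone these become 4 and 6, 2 and 1, 9 and 9, and 7 and 12. The riser with siTNRC6C was CEMIP, whose call is lost whichever of the 6 compared libraries is left out. The calls in TNRC6B-/- cells, on PHLPP2 and GPRC5A, do not hold in a fit of the 6 compared libraries alone. ENTPD7, a nucleotide-cleaving enzyme, was 0.385 (SE 0.10, adjusted p = 0.0685) with siTNRC6C alone and rose by 1.13 (SE 0.10, adjusted p = 1.06e-08) in TNRC6AB-/- siTNRC6C cells; the difference was not tested. Outside this set siTNRC6C did move genes in wild-type cells: SCG2, a neuroendocrine granule protein, fell by 1.24 (SE 0.15, adjusted p = 0.000165), and TGFB2, a secreted growth factor, rose by 1.53 (SE 0.27, adjusted p = 0.00489). Of 35 ribosome biogenesis genes 3 rose and 0 fell (18 and 0 over the list alone; median 0.34; camera adjusted p = 2.01e-15 at a preset correlation, adjusted p = 0.47 with an estimated correlation). UTP20, a processing factor of small-subunit RNA, rose by 0.67 (SE 0.11, adjusted p = 0.00241). Genes shared by the responses to siTNRC6C in wild-type and in TNRC6AB-/- cells numbered 9 up (0.7 by chance) and 21 down (2.1 by chance).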

**FIGURE 5.**
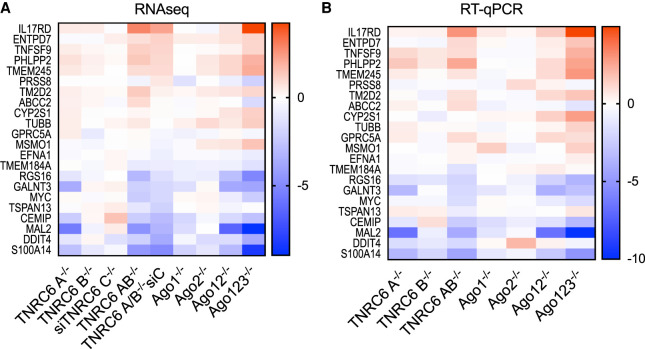
Consistent variation of gene expression in cells with highly ranked AGO2 protein binding clusters. (*A*) Heatmap of gene expression changes from *TNRC6* knockout and *AGO* knockout cell lines from RNA sequencing for 22 cluster genes examined in Chu et al. (2020). (*B*) Heatmap of gene expression changes from *TNRC6* knockout and *AGO* knockout cell lines from RT-qPCR for 22 cluster genes examined in Chu et al. (2020).

Quantitative PCR (qPCR) was performed to validate the RNA-seq data (Fig. 5B). Measurement of RNA samples from each cell line confirmed the trends observed in the RNA-seq data. Further, correlation plots of these 22 selected genes show correlations greater than 0.8 in both RNA-seq and qPCR data, supporting the conclusion from visual inspection that the impact on this subset of genes from knocking out *AGO* and *TNRC6* genes is significantly correlated (Supplemental Fig. 3). These data suggest that the trends correlating *AGO* or *TNRC6* knockout remain similar regardless of the shape of the RNA read cluster detected by eCLIP and RNA-seq.

### Impact of AGO and TNRC6 variants on alternative splicing

RNAi has been suggested to have the potential to directly regulate splicing (Allo et al. 2009; Liu et al. 2012, 2015; Fuchs et al. 2021). In a related study, we have examined the impact of knocking out AGO variants on gene splicing (Chu et al. 2021). eCLIP was used to identify sites of AGO2 binding within intronic RNA. We now examine the impact of knocking out TNRC6 paralogs on splicing to assess the involvement of TNRC6 on the regulation of endogenous splicing by miRNAs.

We evaluated the changes in splicing observed in our knockout cell lines. 

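Splicing was measured here from the deposited Salmon estimates per transcript, not from reads across junctions. The inclusion share of an exon is the percentage of TPM from GENCODE 29 transcripts that hold it, among those that span it. Shares are given per group (n = 3) beside the chance, 10% with 3 libraries against 3, that the groups do not overlap when nothing differs; the smallest exact p is then 0.1. Transcript usage was also tested over the 13390 genes with enough transcripts, comparing each transcript's change with that of its gene. The planned edgeR test (diffSpliceDGE) found only 17 of 200 simulated switches and called 507 of 13190 unchanged genes. A test with the gene's total as an offset, added after the data were seen and picked on simulated data among several, found 99 of 200 and called 2 of 13190. As the test was also chosen on simulated data, these rates may be too favourable. Usage was not simulated with unequal spread between groups. By the offset test 317 genes changed usage in TNRC6AB-/- cells and 1492 in TNRC6AB-/- siTNRC6C cells, where diffSpliceDGE called 639 and 941. With a library left out the offset test called 165 to 360 and 620 to 1745, in 5 of 6 runs for the latter no more than 805, and diffSpliceDGE 520 to 656 and 617 to 863.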

Venn diagrams were used to visualize all skipped exon splicing events that were changed in *AGO123*^−/−^, *AGO12*^−/−^, *TNRC6AB*^−/−^, and *TNRC6AB*^−/−^ siTNRC6C cell lines (Fig. 6A). Changes that were observed in all four lines were awarded the highest priority for analysis because we reasoned that shared events would be most likely to have physiological relevance.

**FIGURE 6.**
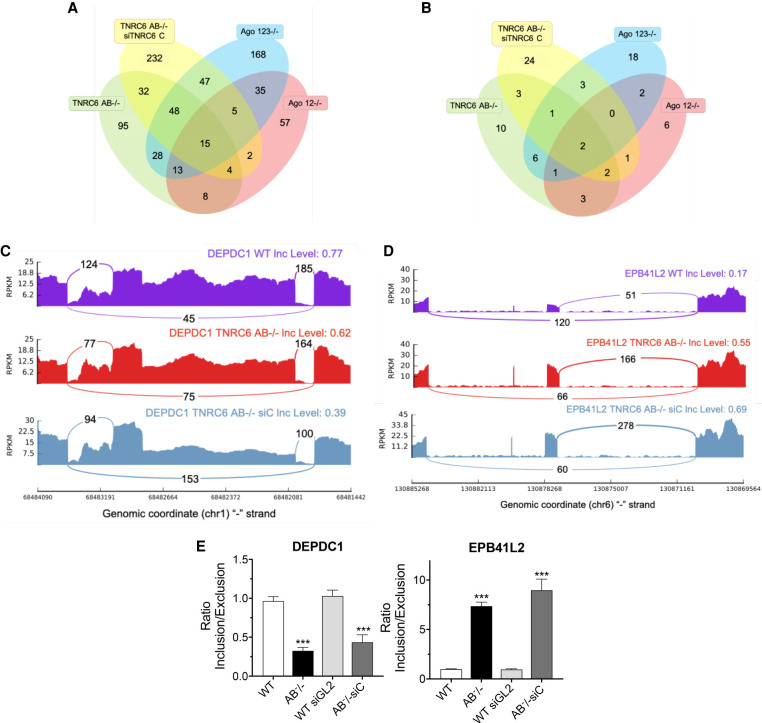
Changes in alternative splicing in *TNRC6* knockout cell lines. (*A*) Venn diagram of skipped exon splicing events. (*B*) Venn diagram of skipped exon splicing events located near AGO2 binding clusters. (*C*,*D*) Sashimi plots for genes *DEPDC1* and *EPB41L2* that overlap between *TNRC6 AB*^−/−^ and *TNRC6 AB^−/−^ siC* RNA-seq data sets in *B*. (*E*) qPCR validation of skipped exon events in *TNRC6 A/B* knockout and *TNRC6 A/BKO/siC* cells. Error bars represent standard deviation (SD). (*) *P* < 0.05; (**) *P* < 0.01; (***) *P* < 0.001 compared with control cell by two tailed *t*-test.

We found that fifteen skipped exon splicing events are shared between the four cell lines (Fig. 6A). Of those fifteen, only two genes (*DEPDC1* and *EPB41L2*) had significant AGO2 binding clusters located within affected introns (Fig. 6B). 

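The alternative exon of DEPDC1, a mitotic regulator (exon 8, 852 bases, chromosome 1, 68482046 to 68482897), was included less in the double knockout. Its share was 82.7 ± 1.43% in TNRC6AB-/- against 92.2 ± 1.48% in wild-type cells, and 59.9 ± 1.82% in TNRC6AB-/- siTNRC6C against 88.9 ± 2.72% in wild-type siGL2 (mean ± SD, n = 3), without overlap in either pair, an event with a 10% chance if nothing differs. The edgeR usage test with the gene's total as offset gave DEPDC1 adjusted p = 0.00516 and adjusted p = 1.83e-09 in the respective comparisons, and diffSpliceDGE adjusted p = 0.101 and adjusted p = 0.000123. EPB41L2, a protein linking actin to the membrane, included its exons 13 and 14 (chromosome 6, 130880144 to 130880206 and 130878104 to 130878250) more often: 73.8 ± 0.83% against 29.4 ± 4.01%, and 78.4 ± 1.19% against 34.4 ± 2.83%, again without overlap. By the offset test its adjusted p was 0.000123 and 9.69e-07, by diffSpliceDGE 0.0495 and 0.000513. The offset calls on both genes hold whichever library is left out. The diffSpliceDGE call on EPB41L2 is lost in TNRC6AB-/- cells with a count filter of 10 (adjusted p = 0.0538), a replicate block (0.0824) and in all 6 runs with a library left out (0.0703 to 0.278), and in 1 of 6 in TNRC6AB-/- siTNRC6C cells (0.0534). Single knockouts lay between for EPB41L2 (52.8 ± 4.57% in TNRC6A-/- and 46.1 ± 6.98% in TNRC6B-/-). The siTNRC6C pool went with 39.9 ± 1.95% for EPB41L2 and 90.2 ± 1.71% for DEPDC1 in wild-type cells. DEPDC1 as a whole moved by -0.28 (SE 0.18, adjusted p = 0.268, edgeR) in TNRC6AB-/- cells, and EPB41L2 rose by 0.44 (SE 0.13, adjusted p = 0.0127), a call lost in a fit of the 6 compared libraries alone (adjusted p = 0.169).

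**Figure D4:**
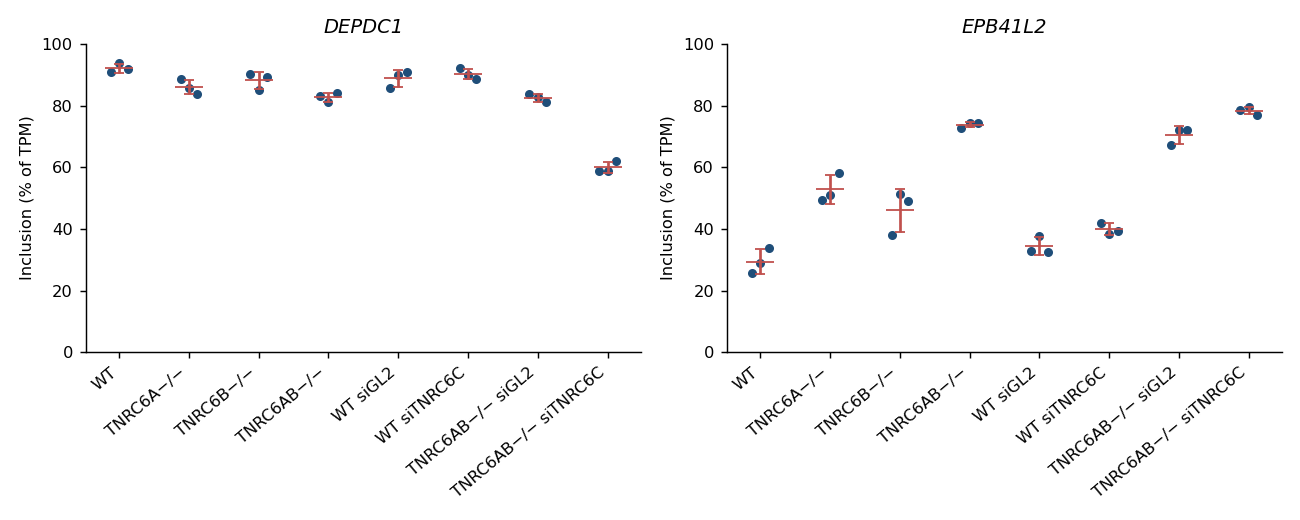
Inclusion share of the alternative exons in each library, by group. Bars mark group means, n = 3.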

Visual inspection of the sashimi plots for *DEPDC1* showed an increase in exon skipping in the *TNRC6AB*^−/−^ and *TNRC6AB*^−/−^siC cell lines relative to wild-type (Fig. 6C), while *EPB41L2* sashimi plots showed a decrease in exon skipping for the knockout cell lines (Fig. 6D). The splicing changes seen in the RNA-seq data for *DEPDC1* and *EPB41L* were validated by qPCR (Fig. 6E). Splicing changes for *EPB41L2* were further validated by PCR (Supplemental Fig. 4).

Our criteria for splicing changes that occur in all cell lines is restrictive. Intronic RNA is recovered at relatively low amounts and we recognized that our criteria might cause us to overlook some candidates. We chose, therefore, to examine the impact of TNRC6 knockouts on seven genes that our laboratory had already evaluated for splicing changes due to knockout of AGO proteins (Fig. 7; Chu et al. 2021). These seven genes were chosen because they had at least one AGO2 cluster near a significant splicing event locus within an intron and had a miRNA candidate complementary to a sequence within the AGO2 cluster.

**FIGURE 7.**
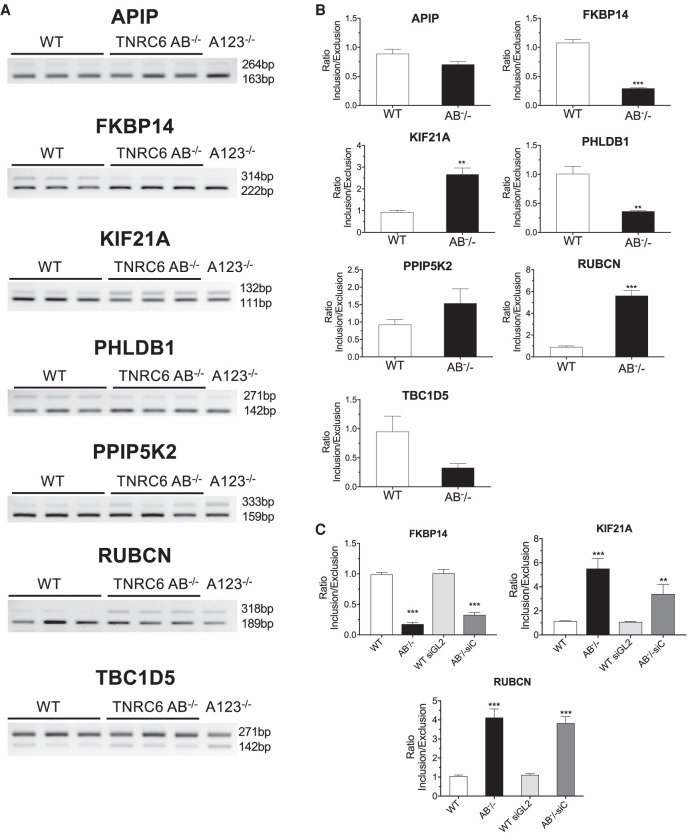
Validating the effect of *TNRC6* knockouts on alternative splicing. (*A*) Semiquantitative PCR validation of skipped exon events in *TNRC6 A/B* knockout cells. (*B*) Quantitation of data shown in in part *A*. (*C*) QPCR validation of skipped exon events in *TNRC6 A/B* knockout and *TNRC6 A/B* knockout/*siCTNRC6* knockdown cells. Error bars represent standard deviation (SD). (*) *P* < 0.05; (**) *P* < 0.01; (***) *P* < 0.001 compared with control cell by two tailed *t*-test.

Of the seven genes analyzed, our RNA-seq data for TNRC6 knockout cells showed significant changes in alternative splicing for five genes in either the *TNRC6 AB*^−/−^ or *TNRC6AB*^−/−^ siC cells. 

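FKBP14, a folding enzyme of the collagen pathway, included its exon 3 (chromosome 7, 30020213 to 30020304) in 12.1 ± 12.4% of transcripts in TNRC6AB-/- cells against 41.6 ± 6.24% in wild type, and in 13.1 ± 2.49% in TNRC6AB-/- siTNRC6C cells against 30.8 ± 3.82% in wild-type siGL2 (mean ± SD, n = 3), with no overlap where chance gives 10%. Its usage did not pass the offset test of edgeR (adjusted p = 0.0782 and adjusted p = 0.0605), except in TNRC6AB-/- cells without TNRC6AB-/- replicate 1 (adjusted p = 0.00208), the library with the highest share of its group (26.3%). KIF21A, a kinesin, held its exon 23 (chromosome 12, 39330242 to 39330262) at 33.6 ± 4.93% against 27.3 ± 3.73%, overlapping, and at 42.2 ± 1.55% against 29.9 ± 1.06% with siTNRC6C, without overlap (10% by chance), where the offset test passed (adjusted p = 0.00149; 0.293 in TNRC6AB-/- cells). Of its transcripts 2 without the exon carry that call and move apart: KIF21A-206 rose within the gene by 1.845 (adjusted p = 0.000673) and KIF21A-204 fell by 0.53 (adjusted p = 0.00106), while 0 with the exon passed. PHLDB1, which organises microtubules at the cell cortex, included its exon 3 (chromosome 11, 118634923 to 118635051) at 2.70 ± 2.63% against 13.1 ± 1.81% without overlap (10% by chance), and at 0.565 ± 0.554% against 7.60 ± 5.69% with overlap. Its adjusted p of 0.034 in TNRC6AB-/- siTNRC6C cells is lost whichever library is left out and rests on PHLDB1-214, a transcript without the exon that rose by 10.27 (adjusted p = 0.0123). For TBC1D5, a regulator of endosome sorting (exon 4, chromosome 3, 17428450 to 17428519), the shares were 73.8 ± 4.97% against 82.4 ± 4.31% and 73.6 ± 7.30% against 87.1 ± 4.20%, neither overlapping (10% by chance each; adjusted p = 0.839 and adjusted p = 0.391 by the offset test). RUBCN, an inhibitor of autophagy (exon at chromosome 3, 197691074 to 197691148), showed 24.1 ± 8.19% against 14.5 ± 1.08% in TNRC6AB-/- cells without overlap (10% by chance), a difference of 9.60 points that runs from 4.94 to 12.6 with a library left out, and a difference of -0.30 points with siTNRC6C, whose sign turns with the library left out (adjusted p = 0.438 and adjusted p = 0.548). By diffSpliceDGE, with all libraries, PHLDB1 alone of these passed, in TNRC6AB-/- siTNRC6C cells (adjusted p = 6.99e-10; highest 1.89e-06 over the 6 runs with a library left out). There PHLDB1-214 rose by 7.04 (adjusted p = 2.25e-10) and PHLDB1-222, which carries the exon, fell by 2.68 (adjusted p = 0.00713). RUBCN passed there without wild-type siGL2 replicate 2 (adjusted p = 0.0083). Estimates per transcript cannot tell an exon skipped from a transcript that starts or ends elsewhere.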

We evaluated splicing changes by reverse transcriptase PCR (Fig. 7A,B). For five genes, *FKBP14*, *KIF21A*, *PHLDB1*, *RUBCN*, and *TBC1D5*, RT-PCR data confirmed significant splicing changes in both *TNRC6 AB*^−/−^ and *AGO 123*^−/−^ cells (Fig. 7B).

For *FKBP14, KIF21A,* and *RUBCN*, qPCR data confirmed splicing changes in *TNRC6 AB*^−/−^ and *TNRC6AB*^−/−^ siC (Fig. 7C). RT-PCR further confirmed splicing changes for *FKBP14* and *KIF21A* in the TNRC6AB^−/−^ siC cell line (Supplemental Fig. 5). Two genes, *APIP* and *PPIP5K2*, did not have significant detected changes in RNA-seq data and we also did not observe significant changes by PCR (Fig. 7A,B). 

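APIP, an enzyme of methionine salvage, included its exon 2 (chromosome 11, 34895010 to 34895110) in 61.6 ± 2.00% of transcripts in TNRC6AB-/- and 63.3 ± 3.53% in wild-type cells, and in 55.3 ± 3.16% in TNRC6AB-/- siTNRC6C against 57.8 ± 5.97% in wild-type siGL2 cells (mean ± SD, n = 3), overlapping in both. PPIP5K2, an inositol pyrophosphate kinase, held its exon 25 (chromosome 5, 103183234 to 103183407) at 63.9 ± 3.34% against 61.2 ± 3.06%, overlapping, and at 68.1 ± 1.95% against 61.9 ± 3.92%, without overlap (10% by chance). Neither gene's transcript usage passed in TNRC6AB-/- cells (edgeR offset test, adjusted p = 1 for APIP and adjusted p = 0.735 for PPIP5K2). In TNRC6AB-/- siTNRC6C cells PPIP5K2 had adjusted p = 0.548 by the offset test but adjusted p = 3.65e-07 by diffSpliceDGE, the test that missed most simulated switches, and APIP adjusted p = 0.0411 by the offset test, past the threshold in 1 of 6 runs with a library left out, and 0.227 by diffSpliceDGE. The diffSpliceDGE call on PPIP5K2 held in all 6 runs with a library left out (highest adjusted p = 9.25e-05). Neither call shows a change of these exons: that on PPIP5K2 rests on PPIP5K2-203, a transcript with the exon that fell by 6.52 (adjusted p = 1.51e-07) while the share of the exon was higher, and that on APIP on APIP-203 (adjusted p = 0.0437), which does not span the exon. The APIP gene as a whole fell by 0.855 (SE 0.12, adjusted p = 4.92e-06, edgeR) in TNRC6AB-/- siTNRC6C cells. A p above the threshold does not show that the shares are equal.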

Side by side quantitation of data from TNRC6 and AGO knockout cell lines confirmed the close correlation for five of seven genes between results from the two sets of knockout cells (Supplemental Fig. 6).

Two genes, *RUBCN* and *FKBP14*, that showed splicing changes in the TNRC6 knockout cells were examined in more detail in Chu et al. (2021). Their splicing was shown to be modulated by miRNA mimics or anti-miRNA oligonucleotides that target the site for AGO2 association determined through eCLIP. These data reinforce the conclusion the suggestion that the genes may be targets for endogenous small RNAs.

## DISCUSSION

### TNRC6 paralogs and RNAi

The three human TNRC6 protein paralogs, TNRC6A, TNRC6B, and TNRC6C, play important roles in RNAi (Baillat and Shiekhattar 2009; Niaz and Hussain 2018). The complex between a small RNA and AGO proteins recognizes the target sequences within cellular RNA, while the three multidomain TNRC6 paralogs bind to AGO and act as scaffolds to promote association with proteins that modulate function. While the three protein paralogs are ∼40% identical, their potential for unique or redundant activities has not been determined. Neither has the extent to which their impact on endogenous gene expression overlaps the impact of AGO proteins.

We had previously investigated the impact of knocking out TNRC6 paralogs on the ability of synthetic duplex RNAs to control translation and splicing (Liu et al. 2019). In those studies, we found that knocking out TNRC6 expression did not affect inhibition of translation or splicing by fully or highly complementary synthetic duplex RNAs but did reverse the action of synthetic miRNA mimics. Here we use knockout cell lines and an efficient siRNA pool that reduces TNRC6C expression to analyze the role of TNRC6 expression on global gene expression.

### Redundancy or independence: roles for TNRC6 paralogs

We had previously used knockout cells to demonstrate that the loss of all three TNRC6 paralogs was required to affect gene activation by synthetic duplex RNAs (Liu et al. 2019). Consistent with this observation, we now observe knocking out TNRC6A or TNRC6B alone has no significant effect on the cell cycle (Fig. 1C). Larger impacts on cell cycle were observed in the *TNRC6 AB*^−/−^ double knockout cell line or *TNRC6 AB*^−/−^ siTNRC6C cells (Fig. 1C,E). Analysis of gene expression or alternative splicing revealed similar results. Blocking expression of two or three TNRC6 paralogs affected expression (Fig. 2) or alternative splicing (Figs. 6, 7) of many more genes than did blocking expression of TNRC6A, TNRC6B, or TNRC6C alone. The conclusion that TNRC6 paralogs have largely redundant functions regulating endogenous gene expression is consistent with our previous observation of redundant function when modulating the effects of designed synthetic RNAs.

While the single knockouts showed little change relative to double knockout cells, we did observe substantially larger number of genes with altered expression in the *TNRC6 A*^−/−^ cells than in *TNRC6 B*^−/−^ cells. These data may indicate that that TNRC6A plays a unique role in regulating expression of a subset of genes.

### How do TNRC6 paralogs affect regulation by RNAi?

We have used eCLIP to identify sites for AGO2 binding within cytoplasmic (Chu et al. 2020) and nuclear (Chu et al. 2021) RNA and used these data to understand how AGO binding correlates with gene expression and splicing at these sites. One conclusion from these studies was that, contrary to the standard expectation that AGO2 binding within a 3′-UTR should be associated with gene repression, we observed that genes with significant association to AGO2 showed up- and down-regulation upon gene knockouts.

Here we report that the effects of knocking out TNRC6 paralogs on the expression of genes with significant AGO2 binding sites yield remarkably similar results (Fig. 3). We can make several conclusions from these data: (i) TNRC6 proteins are largely redundant, although knockout of TNRC6 A has the largest effect. As additional TNRC6 paralogs are removed, effects become greater; (ii) the similarity of up- and down-regulated genes reveals the remarkable extent to which AGO and TNRC6 proteins function as partners to control gene expression; (iii) as with AGO knockout cells, knocking out TNRC6 paralogs has an unpredictable effect on gene expression even for genes that possess experimentally determined AGO2 binding sites within their 3′-UTRs. The fact that AGO2 has a significant association with a 3′-UTR cannot be assumed to lead to gene up-regulation when AGO or TNRC6 proteins are removed from cells.

We have not resolved whether the changes in gene expression we observe are due to direct effects of miRNAs binding to sites where AGO2 association is detected or indirect effects. Indeed, the difficulty of assigning a direct effect to a particular site of AGO2 association is a primary finding of our studies. The expression of 6000 genes change (Fig. 2A) upon knockout or knockdown of the *TRNC6* variants, suggesting a large capacity for indirect change—either repression or activation. Even for genes where expression changes occur at genes with significant AGO2 binding within 3′-UTRs, the simplest conclusion based on the potential for indirect effects is that a cause-and-effect relationship between AGO binding and activation/repression of gene expression cannot be assumed. Further experimental validation is necessary for each candidate.

Because of the lack of predictable correlation with gene repression or up-regulation, such studies are not straightforward and will be a subsequent focus of research. It is clear from the data, however, that the genes we identify are being controlled by a common RNAi axis that requires expression of both AGO and TNRC6. The fact that we observe both increased and decreased expression at genes with AGO2 association within their 3′-untranslated regions supports our previous conclusion from AGO knockout cells that AGO2 occupancy is not sufficient to infer repression of a target transcript and emphasize the complexity of RNAi function.

### Impact of TNRC6 on alternative splicing

While RNAi is often assumed to be a cytoplasmic mechanism in mammalian cells (Zeng and Cullen 2002), RNAi protein factors and miRNAs also exist in cell nuclei (Gagnon et al. 2014). Functional evidence showing robust control of transcription and splicing by synthetic duplex RNAs (Allo et al. 2009; Liu et al. 2012, 2015; Kalantari et al. 2016a) has suggested the potential for nuclear RNAi to be a natural regulatory mechanism, but persuasive experimental evidence for control of endogenous transcription or splicing has been elusive. In addition, previous studies using synthetic RNAs had shown that TNRC6 is not required for highly complementary synthetic small RNA to influence differential splicing (Liu et al. 2018).

In Chu et al. (2021), we investigate the impact of endogenous miRNAs and RNAi on alternative splicing. We identify sites of AGO2 binding using the same eCLIP data set used here and correlate AGO2 binding with changes in splicing upon knocking out AGO1, AGO2, and AGO3. We observe changes in splicing and show that splicing can be manipulated by synthetic miRNAs or anti-miRs designed based on predictions of miRNAs that target sites identified by eCLIP.

We now show that knocking TNRC6 variants also affect alternative splicing. As with our AGO data sets, only a relatively small number of candidate splicing events are identified. However, of this small number, there was substantial overlap between our TNRC6 and AGO data, supporting belief they are due to a common RNAi-related pathway. The expression of two of the genes with splicing changes in both *AGO*^−/−^ and *TNRC6*^−/−^ data sets, *RUBCN* and *FKBP14*, could be manipulated by miRNA mimics or antimiRs designed to predicted target sites.

These data suggest that miRNAs have the potential to control endogenous splicing. We had previously reported that duplex RNAs that control splicing did not require expression of TNRC6 (Liu et al. 2019). These RNAs, however, were either fully or almost fully complementary to their target sites within intronic RNA. The scaffolding function of TNRC6 acts to bridge AGO proteins, increasing the cooperativity of binding and allowing imperfectly paired miRNAs to associate with target sequences more tightly (Elkayam et al. 2017). It is possible that, while TNRC6 is not necessary for recognition of highly complementary duplex RNAs, it is necessary for the activity of mixtures of imperfectly complementary miRNAs that act in concert to control endogenous gene expression.

Our data also suggest that AGO and TNRC6 affect the splicing of a relatively small subset of proteins. This outcome is consistent with the conclusion that RNA-mediated regulation of splicing is a minor regulatory mechanism in HCT116 cells. RNAi-mediated regulation of splicing may also be more pervasive in other cell types, cells grown under more demanding environmental conditions, during cell development, or in cells involved in disease. Alternatively, intronic RNA is present at relatively low steady state levels (Clement et al. 1999; Mortazavi et al. 2008) and therefore less detectable. Because of our stringent conditions for identifying candidates for AGO2 binding and splicing change, we may be overlooking genes where RNA-directed modulation of splicing is biologically significant yet undetected by our approach.

### Conclusions

Scaffolding proteins play complex roles bringing other proteins, RNA, or DNA together. The TNRC6 family proteins present a multidomain model for understanding the potential of scaffolding proteins to organize molecular function. (Shaw and Filbert 2009) We observe a strong overlap between the changes in gene expression upon knockout of TNRC6 or AGO proteins, consistent with the partnership of these proteins during RNAi. In our HCT116 model cell line, at least, that partnership does not produce predictable changes in gene expression at sites within target RNAs where AGO2 binds. It is clear from our data that TNRC6 plays an important role in controlling gene expression, but there remains much to learn about how it acts in concert with AGO2 and the possibility that it may play significant roles independent of AGO2.

## MATERIALS AND METHODS

### Cell culture

Wild-type HCT116 cells were obtained from Horizon Discovery. HCT116 cells containing knockout modifications to the *TNRC6A, TNRC6B,* and *TNRC6A & TNRCB* genes were purchased from GenScript. All cell lines were cultured in McCoy's 5A medium (Sigma-Aldrich) supplemented with 10% FBS (Sigma-Aldrich) in 37°C 5% CO_2_. For cell counting, cells were mixed together with equal volumes of trypan blue (Sigma) and were counted using cell counter (TC20 Automated Cell Counter; Bio-Rad).

### Transfections

All transfections used Lipofectamine RNAi MAX (Invitrogen). For transfections, cells were seeded into six-well plates at 150,000 cells per well for wild-type, *TNRC6 A*^−/−^ and *TNRC6 B^−/−^. TNRC6 AB*^−/−^ cells were seeded at 250,000 cells per well due to the slowed growth rate of these cells. Cells were transfected as described in Liu et al. (2019).

### PI staining and FACS

Cells were harvested at 90% confluency for cell cycle analysis by propidium iodide (PI) staining. Cells were harvested using 1× Trypsin-EDTA (Sigma) and washed with PBS. To fix cells, they were suspended in PBS at a concentration of 2 × 10^6^ cells per mL and added to an equal volume of 100% ethanol while vortexing. Cells were then incubated at −20°C for 24 h to 1 mo. To prepare cells for staining with PI, they were washed three times with PBS to ensure all ethanol was removed. Cells were suspended in staining buffer (0.1% Triton X, 20 µg/mL PI, and 20 µg/mL RNase A) at 2 × 10^6^ cells per mL. Stained cells were incubated at 37°C for 15 min. Cells were then stored at 4°C and protected from the light. Cells were run within 48 h at the UTSW Flow Cytometry Facility on a Caliber. Data was then analyzed using FlowJo software.

### RNA extraction, RNA sequencing, and enhanced crosslinking immunoprecipitation sequencing (eCLIP)

Whole-cell RNA was extracted from cells harvested with trypsin at 90% confluency. RNeasy kit (Qiagen) was used to purify the RNA for whole-cell steady state mRNA sequencing. RNA sequencing was performed by the McDermott Center Next-Generation Sequencing Core at UTSW as described in Chu et al. (2021). RNA sequencing data was analyzed in the same manner as Chu et al. (2021). Methods and analysis for eCLIP were described in Chu et al. (2020).

### qPCR and western blot

Both qPCRs and western blots were performed as described in Liu et al. (2019).

### Splicing analysis by gel electrophoresis and qPCR

Total RNA was extracted from HCT116 wild-type, TNRC6 knockout cells, and treated with DNase I (Worthington Biochemical) at 25°C for 20 min, 75°C for 10 min. Reverse transcription was performed using a high-capacity reverse transcription kit (Applied Biosystems) per the manufacturer's protocol. 2.0 µg of total RNA was used per 20 µL of reaction mixture.

For gel electrophoresis analysis, PCR amplification was performed as following; 95°C 3 min and 95°C 30 sec, 60°C 40 sec, 72°C 30 sec for 35 cycles. The PCR products were separated by 1.5% agarose gel electrophoresis. The bands were quantified by using ImageJ software.

In qPCR analysis for splicing changes by using double strand RNAs and miRNA mimics, PCR was performed on a Biorad CFX384 Real-Time System using iTaq SYBR Green Supermix (BioRad). PCR reactions were done in triplicates at 55°C 2 min, 95°C 3 min and 95°C 20 sec, 60°C 45 sec for 40 cycles in an optical 384-well plate. The expression level was compared between exon included spliceform and exon excluded spliceform. PCR primers were shown in Supplemental Table 3.

## DATA DEPOSITION

All high-throughput sequencing data generated for this study (RNA-seq, eCLIP) have been deposited in the Gene Expression Omnibus under accession number GSE162749.

## SUPPLEMENTAL MATERIAL

Supplemental material is available for this article.

## Supplementary Material

Supplemental Material

# Supplementary material for: Impact of scaffolding protein TNRC6 paralogs on gene expression and splicing
**Source:** RNA. 2021 Sep;27(9):1004–16. doi: 10.1261/rna.078709.121
**Supplement:** Supplemental Material

Impact of scaffolding protein TNRC6 paralogs on gene expression and splicing — Supplemental Material 

# Impact of scaffolding protein TNRC6 paralogs on gene expression and splicing

## Supplemental Material

- Supplemental\_Figures.pptx
- Supplemental\_Figure\_Legends.docx

# Supplementary material for: Impact of scaffolding protein TNRC6 paralogs on gene expression and splicing
**Source:** RNA. 2021 Sep;27(9):1004–16. doi: 10.1261/rna.078709.121
**Supplement:** Supplemental Material

## Slide 1
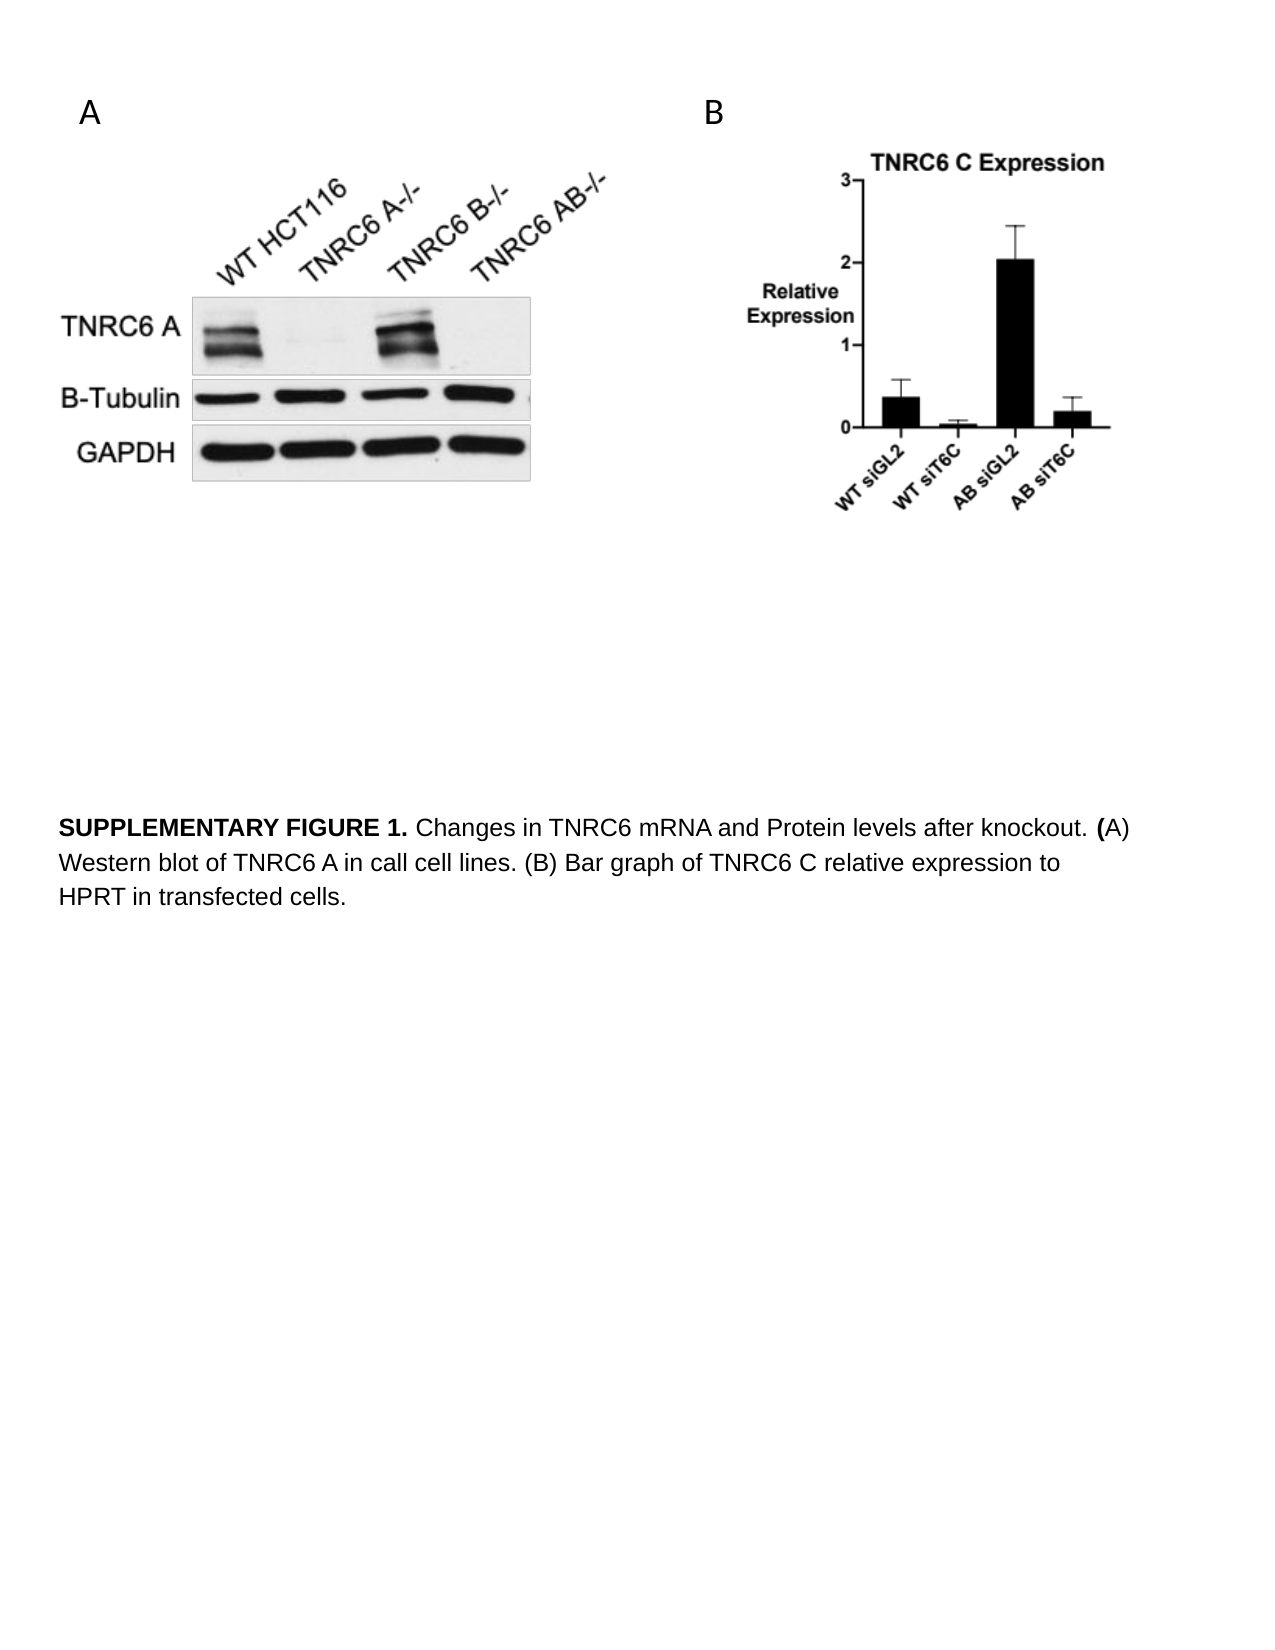

A
B
SUPPLEMENTARY FIGURE 1. Changes in TNRC6 mRNA and Protein levels after knockout. (A) Western blot of TNRC6 A in call cell lines. (B) Bar graph of TNRC6 C relative expression to HPRT in transfected cells.

## Slide 2
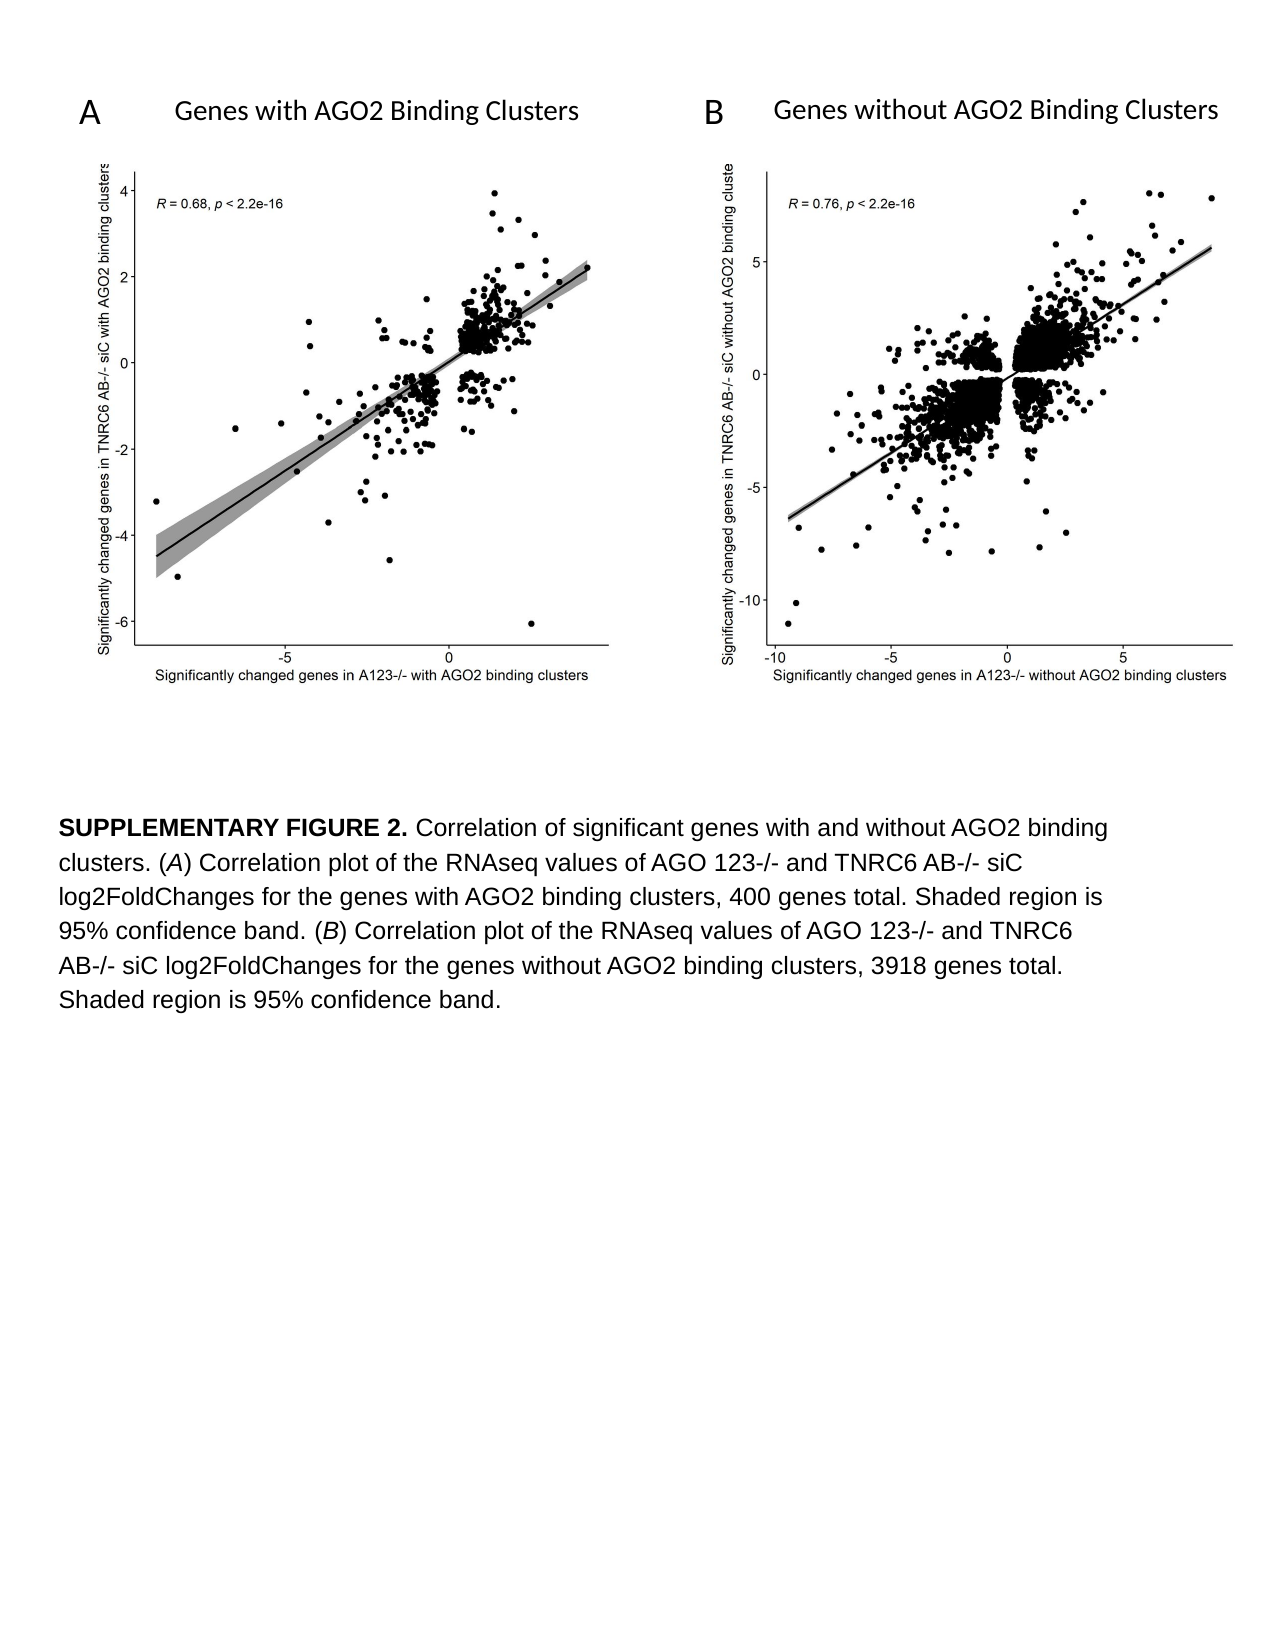

A
B
Genes without AGO2 Binding Clusters
Genes with AGO2 Binding Clusters
SUPPLEMENTARY FIGURE 2. Correlation of significant genes with and without AGO2 binding clusters. (A) Correlation plot of the RNAseq values of AGO 123-/- and TNRC6 AB-/- siC log2FoldChanges for the genes with AGO2 binding clusters, 400 genes total. Shaded region is 95% confidence band. (B) Correlation plot of the RNAseq values of AGO 123-/- and TNRC6 AB-/- siC log2FoldChanges for the genes without AGO2 binding clusters, 3918 genes total. Shaded region is 95% confidence band.

## Slide 3
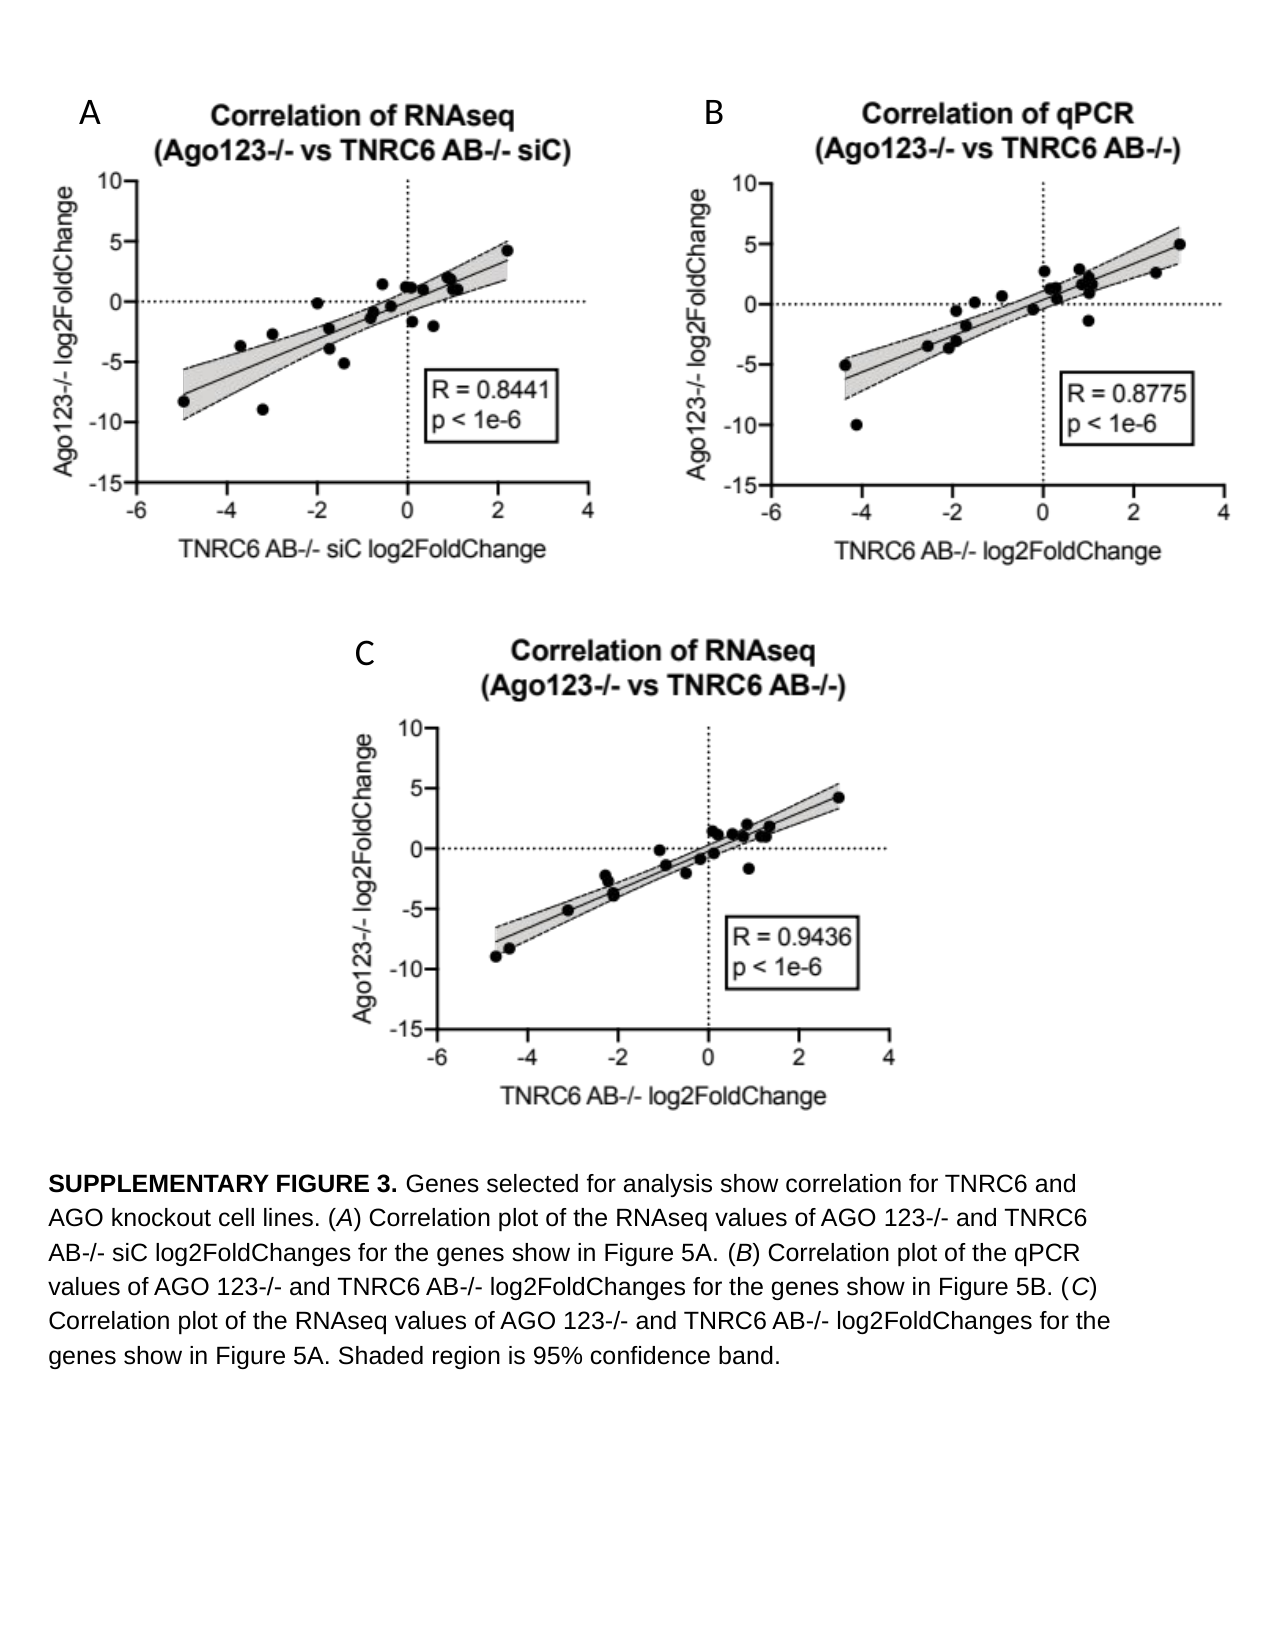

A
B
C
SUPPLEMENTARY FIGURE 3. Genes selected for analysis show correlation for TNRC6 and AGO knockout cell lines. (A) Correlation plot of the RNAseq values of AGO 123-/- and TNRC6 AB-/- siC log2FoldChanges for the genes show in Figure 5A. (B) Correlation plot of the qPCR values of AGO 123-/- and TNRC6 AB-/- log2FoldChanges for the genes show in Figure 5B. (C) Correlation plot of the RNAseq values of AGO 123-/- and TNRC6 AB-/- log2FoldChanges for the genes show in Figure 5A. Shaded region is 95% confidence band.

## Slide 4
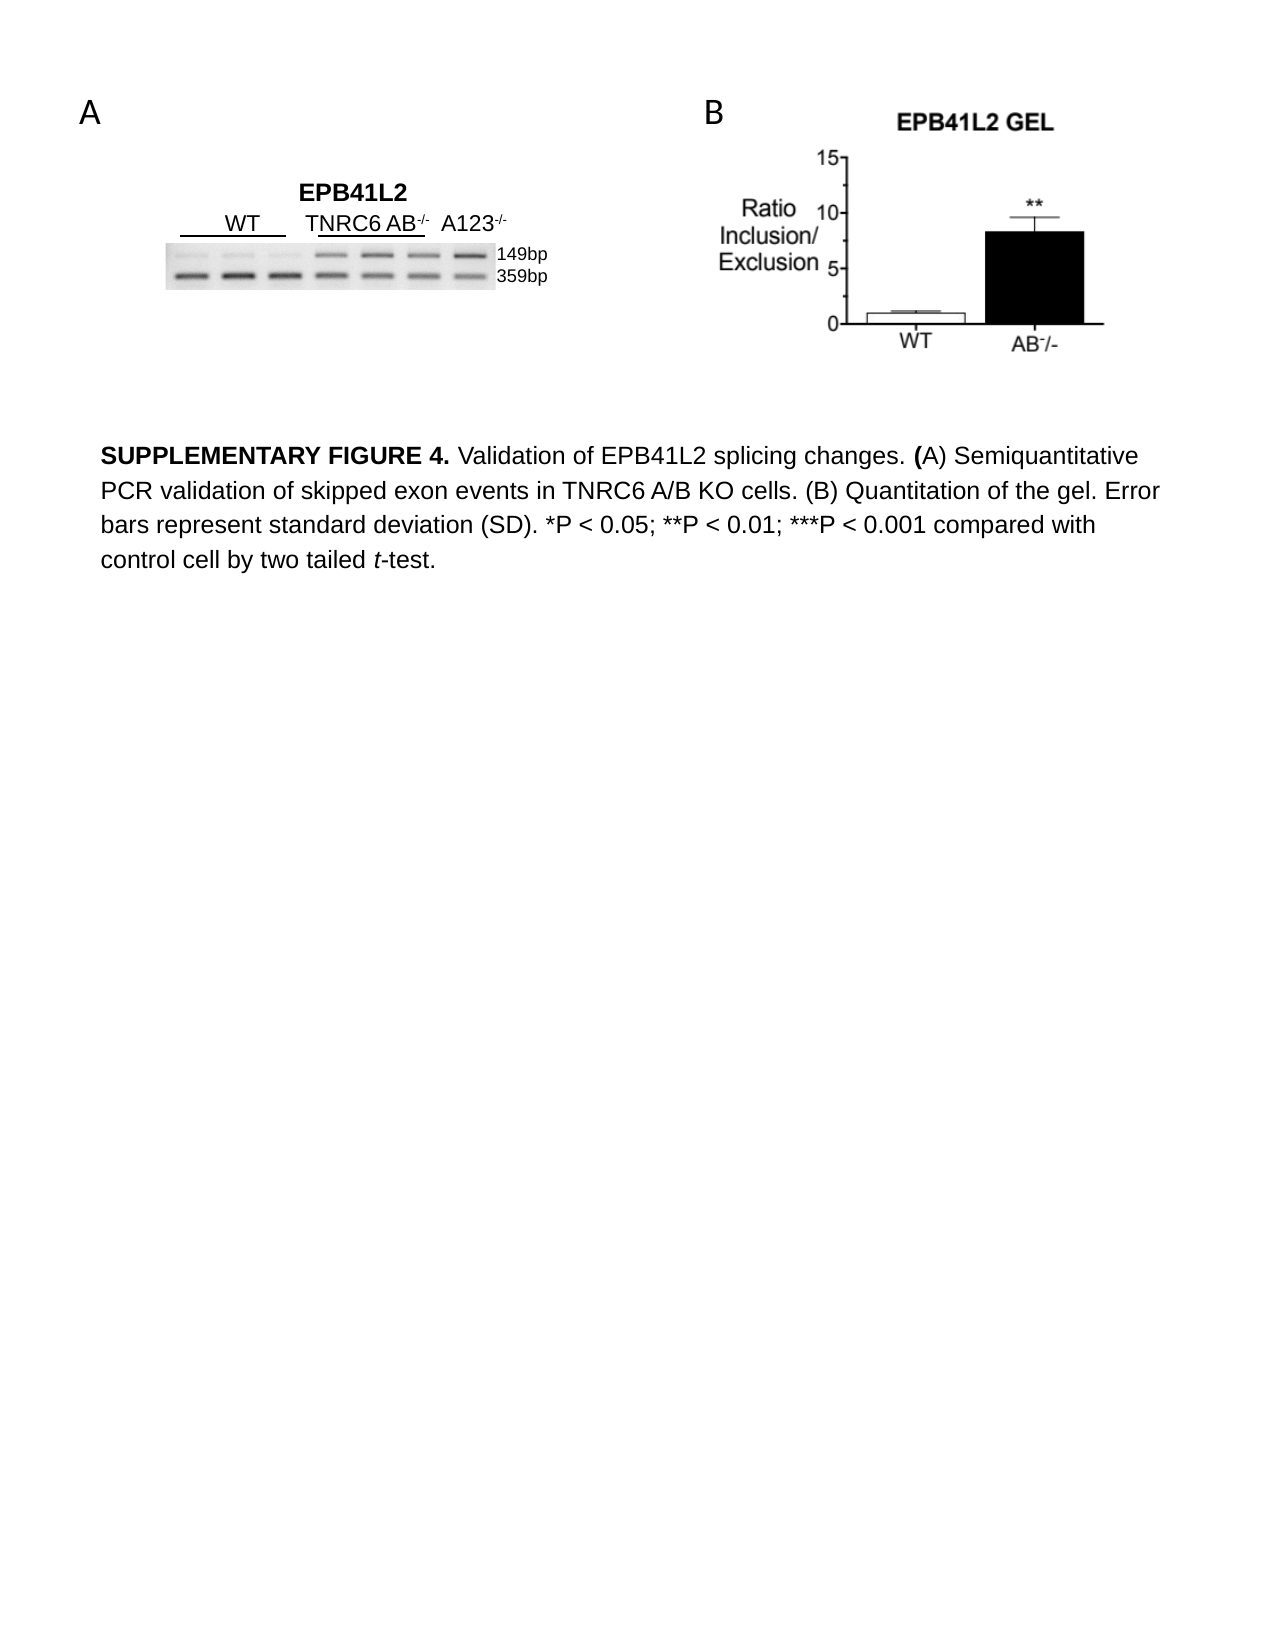

A
B
EPB41L2
WT TNRC6 AB-/- A123-/-
149bp
359bp
SUPPLEMENTARY FIGURE 4. Validation of EPB41L2 splicing changes. (A) Semiquantitative PCR validation of skipped exon events in TNRC6 A/B KO cells. (B) Quantitation of the gel. Error bars represent standard deviation (SD). *P < 0.05; **P < 0.01; ***P < 0.001 compared with control cell by two tailed t-test.

## Slide 5
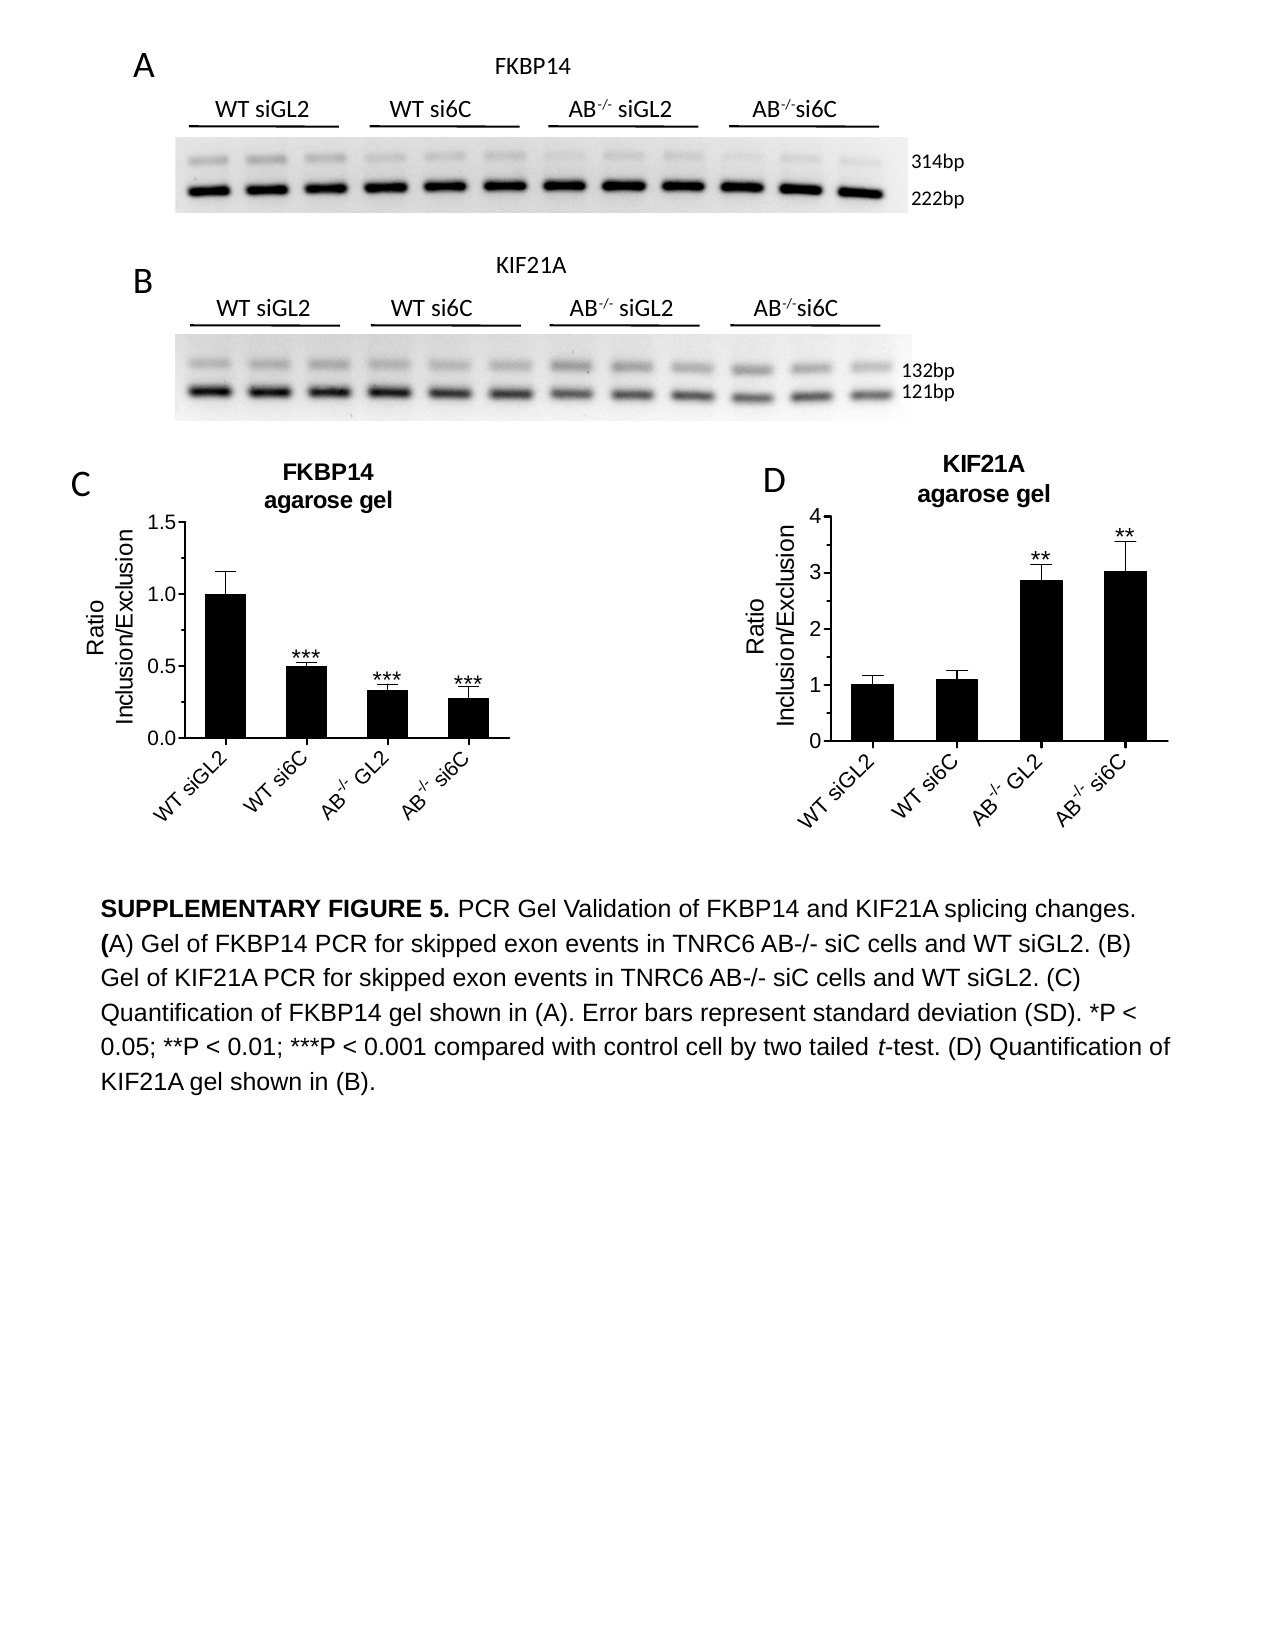

A
FKBP14
 WT siGL2 WT si6C AB-/- siGL2 AB-/-si6C
314bp
222bp
KIF21A
 WT siGL2 WT si6C AB-/- siGL2 AB-/-si6C
132bp
121bp
B
D
C
SUPPLEMENTARY FIGURE 5. PCR Gel Validation of FKBP14 and KIF21A splicing changes. (A) Gel of FKBP14 PCR for skipped exon events in TNRC6 AB-/- siC cells and WT siGL2. (B) Gel of KIF21A PCR for skipped exon events in TNRC6 AB-/- siC cells and WT siGL2. (C) Quantification of FKBP14 gel shown in (A). Error bars represent standard deviation (SD). *P < 0.05; **P < 0.01; ***P < 0.001 compared with control cell by two tailed t-test. (D) Quantification of KIF21A gel shown in (B).

## Slide 6
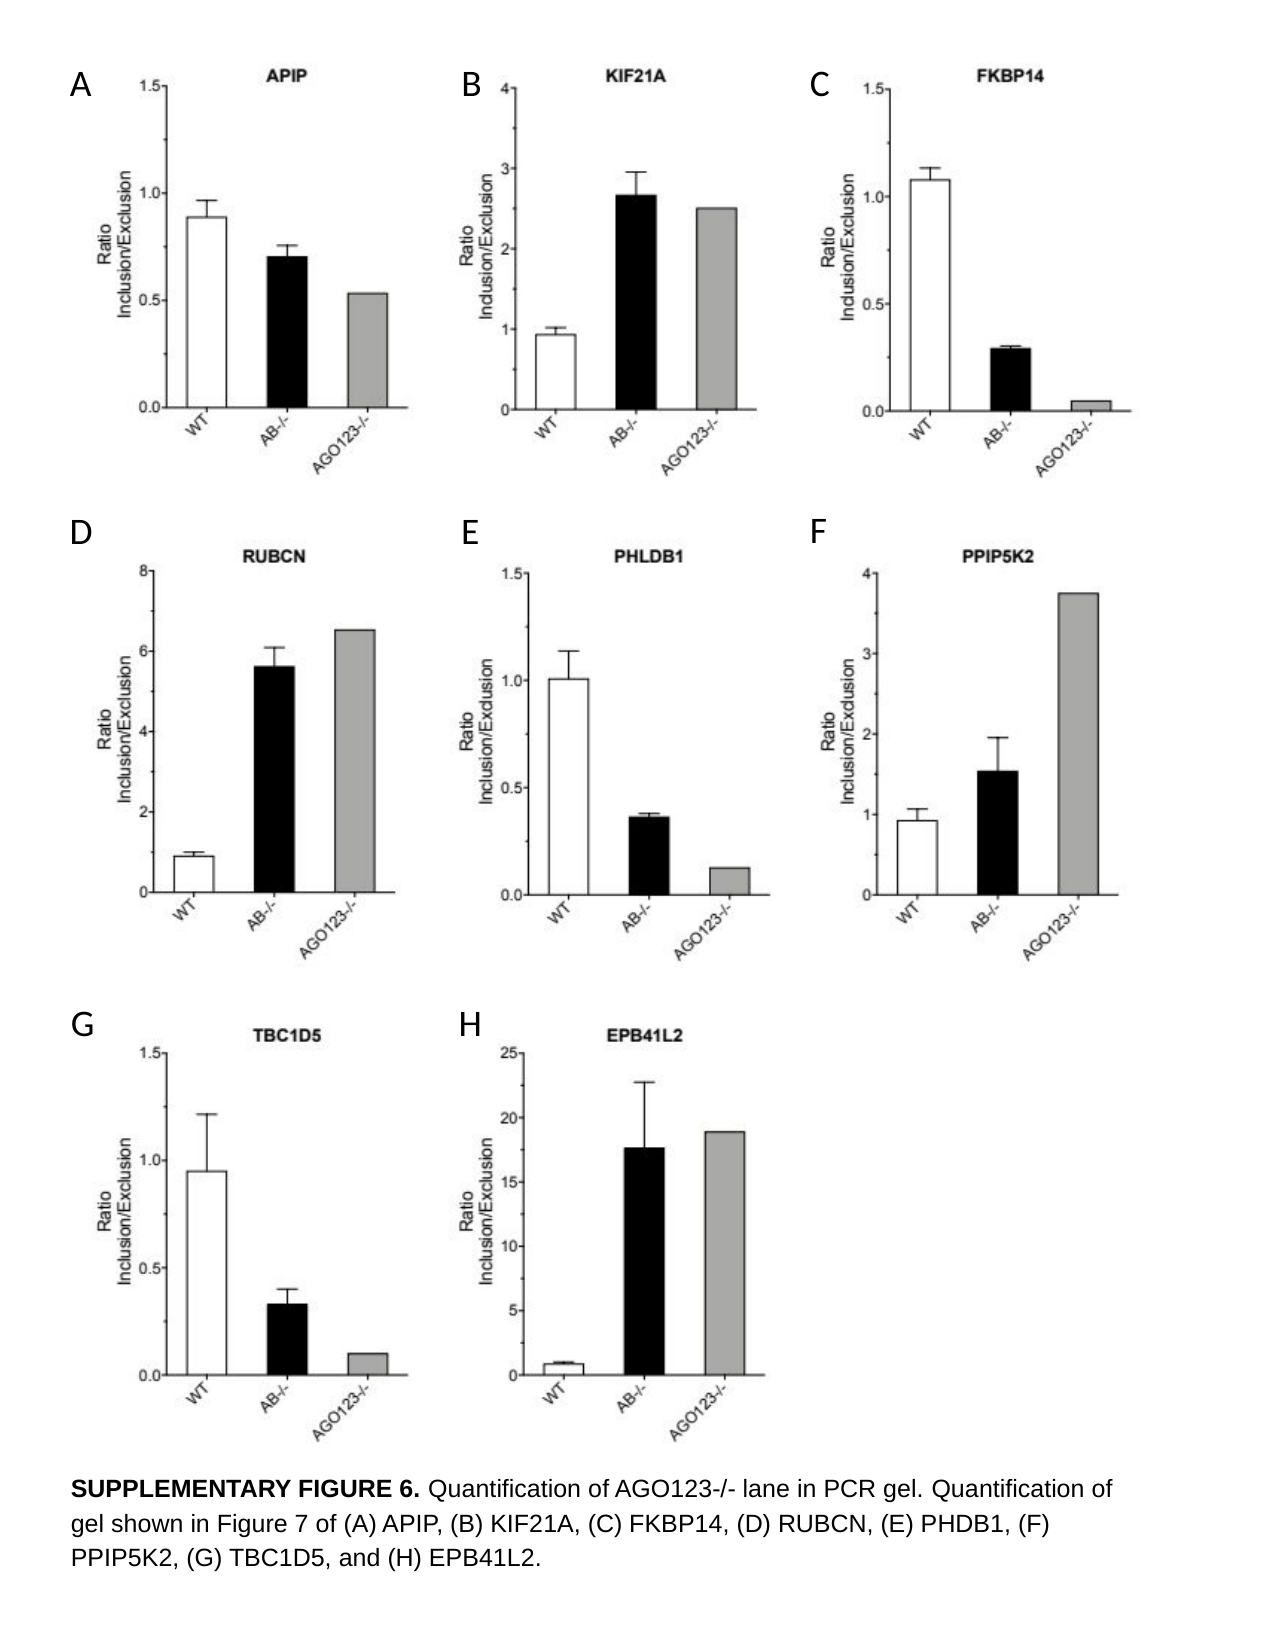

A
B
C
F
D
E
G
H
SUPPLEMENTARY FIGURE 6. Quantification of AGO123-/- lane in PCR gel. Quantification of gel shown in Figure 7 of (A) APIP, (B) KIF21A, (C) FKBP14, (D) RUBCN, (E) PHDB1, (F) PPIP5K2, (G) TBC1D5, and (H) EPB41L2.

## Slide 7
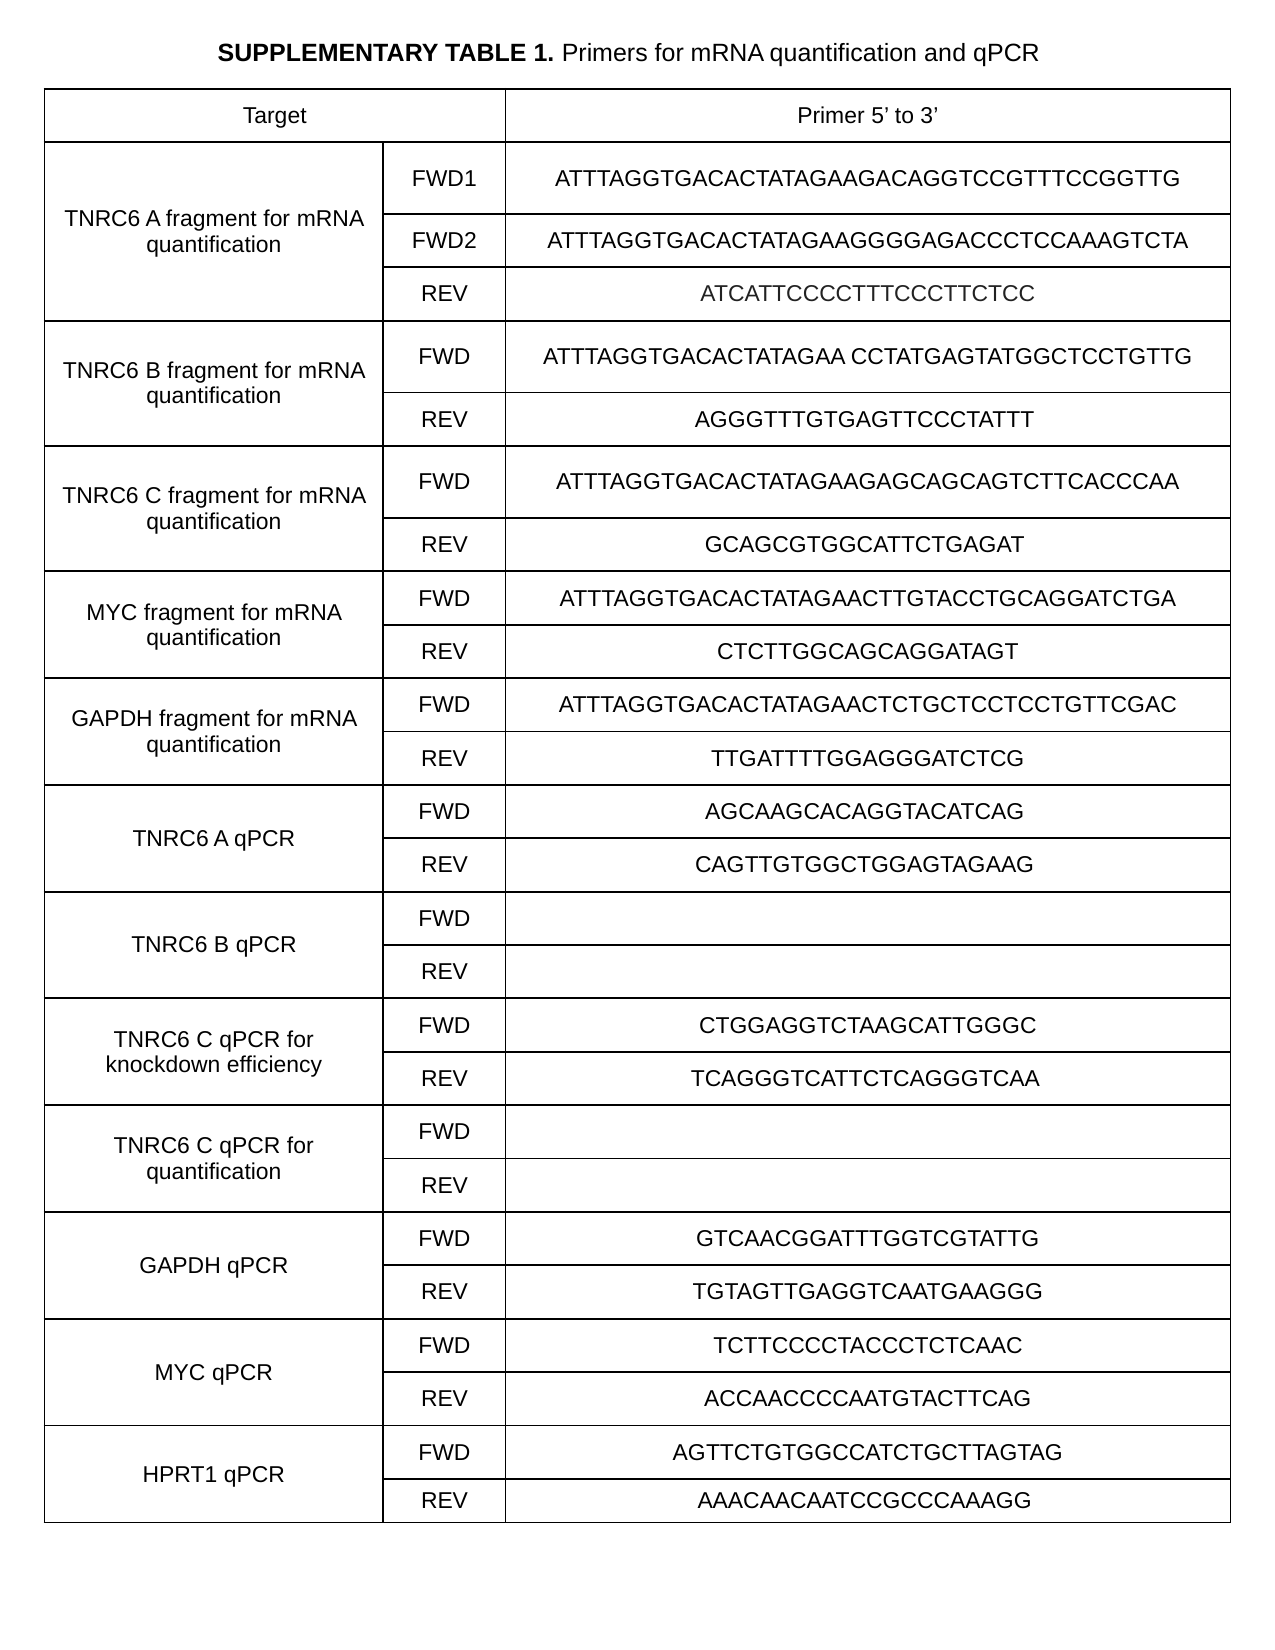

SUPPLEMENTARY TABLE 1. Primers for mRNA quantification and qPCR
| Target | | Primer 5’ to 3’ |
| --- | --- | --- |
| TNRC6 A fragment for mRNA quantification | FWD1 | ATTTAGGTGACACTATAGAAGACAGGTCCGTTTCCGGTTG |
| TNRC6 A fragment for mRNA quantification | FWD2 | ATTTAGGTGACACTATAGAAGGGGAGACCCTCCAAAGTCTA |
| TNRC6 A fragment for mRNA quantification | REV | ATCATTCCCCTTTCCCTTCTCC |
| TNRC6 B fragment for mRNA quantification | FWD | ATTTAGGTGACACTATAGAA CCTATGAGTATGGCTCCTGTTG |
| TNRC6 B fragment for mRNA quantification | REV | AGGGTTTGTGAGTTCCCTATTT |
| TNRC6 C fragment for mRNA quantification | FWD | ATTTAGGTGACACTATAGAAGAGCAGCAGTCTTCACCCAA |
| | REV | GCAGCGTGGCATTCTGAGAT |
| MYC fragment for mRNA quantification | FWD | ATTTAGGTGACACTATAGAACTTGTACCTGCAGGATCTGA |
| | REV | CTCTTGGCAGCAGGATAGT |
| GAPDH fragment for mRNA quantification | FWD | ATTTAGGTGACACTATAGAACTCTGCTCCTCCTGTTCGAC |
| | REV | TTGATTTTGGAGGGATCTCG |
| TNRC6 A qPCR | FWD | AGCAAGCACAGGTACATCAG |
| | REV | CAGTTGTGGCTGGAGTAGAAG |
| TNRC6 B qPCR | FWD | |
| | REV | |
| TNRC6 C qPCR for knockdown efficiency | FWD | CTGGAGGTCTAAGCATTGGGC |
| | REV | TCAGGGTCATTCTCAGGGTCAA |
| TNRC6 C qPCR for quantification | FWD | |
| | REV | |
| GAPDH qPCR | FWD | GTCAACGGATTTGGTCGTATTG |
| | REV | TGTAGTTGAGGTCAATGAAGGG |
| MYC qPCR | FWD | TCTTCCCCTACCCTCTCAAC |
| | REV | ACCAACCCCAATGTACTTCAG |
| HPRT1 qPCR | FWD | AGTTCTGTGGCCATCTGCTTAGTAG |
| | REV | AAACAACAATCCGCCCAAAGG |

## Slide 8
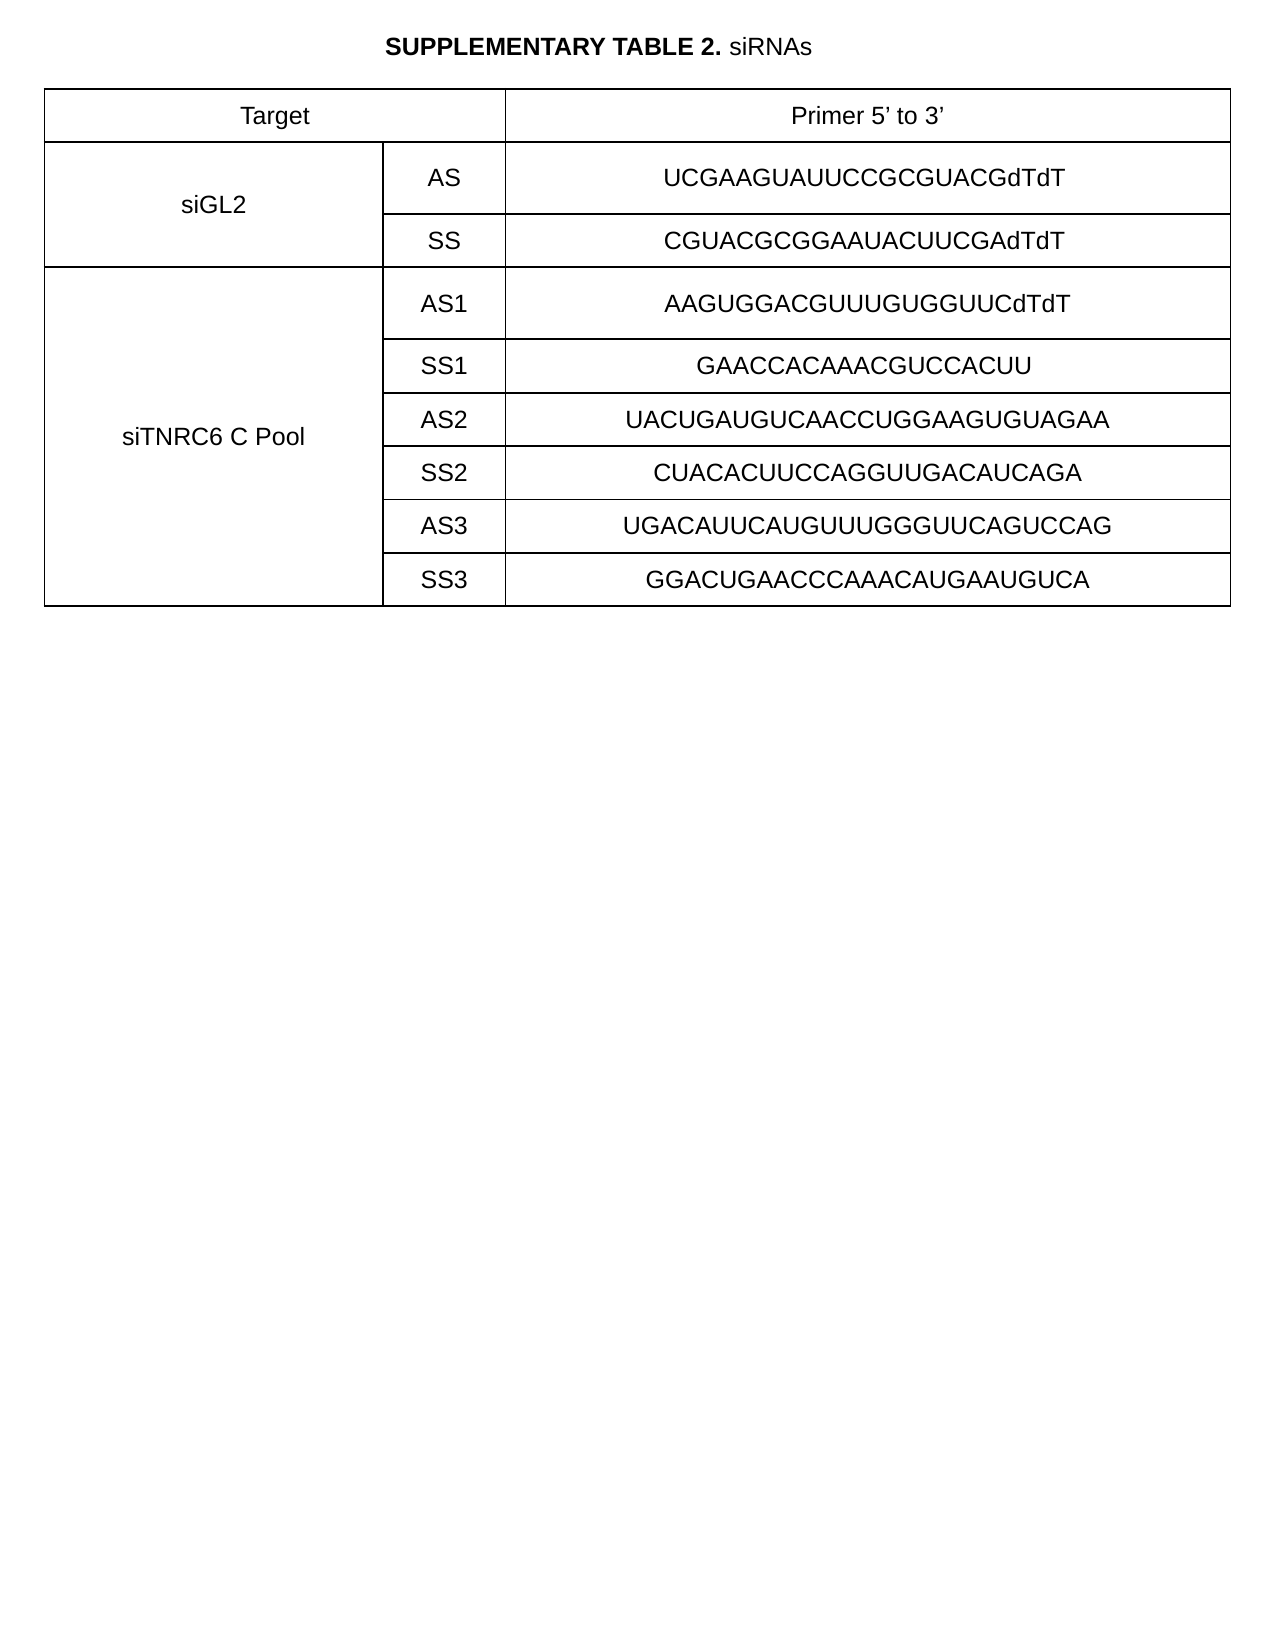

SUPPLEMENTARY TABLE 2. siRNAs
| Target | | Primer 5’ to 3’ |
| --- | --- | --- |
| siGL2 | AS | UCGAAGUAUUCCGCGUACGdTdT |
| TNRC6 B fragment for mRNA quantification | SS | CGUACGCGGAAUACUUCGAdTdT |
| siTNRC6 C Pool | AS1 | AAGUGGACGUUUGUGGUUCdTdT |
| | SS1 | GAACCACAAACGUCCACUU |
| MYC fragment for mRNA quantification | AS2 | UACUGAUGUCAACCUGGAAGUGUAGAA |
| | SS2 | CUACACUUCCAGGUUGACAUCAGA |
| GAPDH fragment for mRNA quantification | AS3 | UGACAUUCAUGUUUGGGUUCAGUCCAG |
| | SS3 | GGACUGAACCCAAACAUGAAUGUCA |

## Slide 9
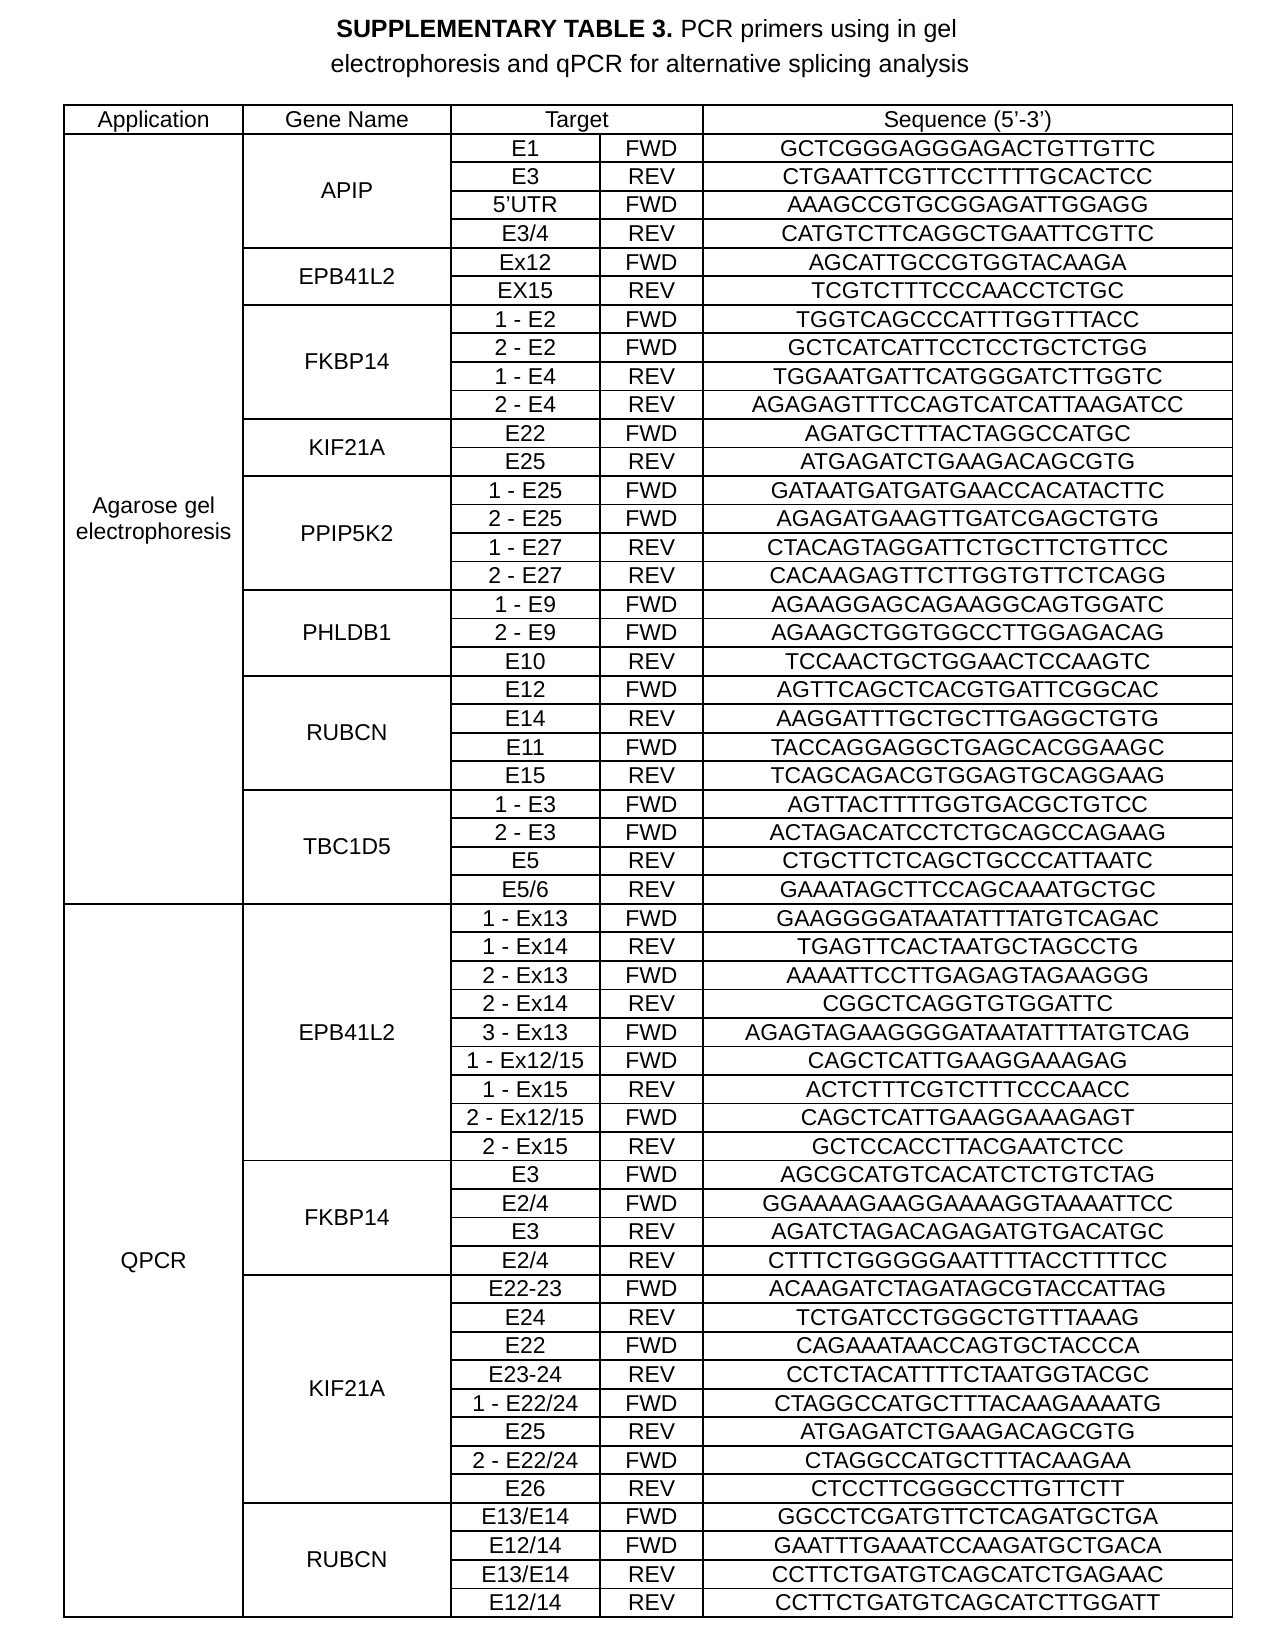

SUPPLEMENTARY TABLE 3. PCR primers using in gel electrophoresis and qPCR for alternative splicing analysis

# Supplementary material for: Impact of scaffolding protein TNRC6 paralogs on gene expression and splicing
**Source:** RNA. 2021 Sep;27(9):1004–16. doi: 10.1261/rna.078709.121
**Supplement:** Supplemental Material

**SUPPLEMENTARY FIGURE 1.** Changes in TNRC6 mRNA and Protein levels after knockout. **(**A) Western blot of TNRC6 A in call cell lines. (B) Bar graph of TNRC6 C relative expression to HPRT in transfected cells.

**SUPPLEMENTARY FIGURE 2.** (*A*) Correlation plot of the RNAseq values of AGO 123-/- and TNRC6 AB-/- siC log2FoldChanges for the genes with AGO2 binding clusters, 400 genes total. Shaded region is 95% confidence band. (*B*) Correlation plot of the RNAseq values of AGO 123-/- and TNRC6 AB-/- siC log2FoldChanges for the genes without AGO2 binding clusters, 3918 genes total. Shaded region is 95% confidence band.

**SUPPLEMENTARY FIGURE 3.** (A) Correlation plot of the RNAseq values of AGO 123-/- and TNRC6 AB-/- siC log2FoldChanges for the genes show in Figure 5A. (B) Correlation plot of the qPCR values of AGO 123-/- and TNRC6 AB-/- log2FoldChanges for the genes show in Figure 5B. (C) Correlation plot of the RNAseq values of AGO 123-/- and TNRC6 AB-/- log2FoldChanges for the genes show in Figure 5A. Shaded region is 95% confidence band.

**SUPPLEMENTARY FIGURE 4.** Validation of EPB41L2 splicing changes. **(**A) Semiquantitative PCR validation of skipped exon events in TNRC6 A/B KO cells. (B) Quantitation of the gel. Error bars represent standard deviation (SD). *P < 0.05; **P < 0.01; ***P < 0.001 compared with control cell by two tailed *t*-test.

**SUPPLEMENTARY FIGURE 5.** PCR Gel Validation of FKBP14 and KIF21A splicing changes. **(**A) gel of FKBP14 PCR for skipped exon events in TNRC6 AB-/- siC cells and WT siGL2. (B) gel of KIF21A PCR for skipped exon events in TNRC6 AB-/- siC cells and WT siGL2. (C) Quantification of FKBP14 gel shown in (A). Error bars represent standard deviation (SD). *P < 0.05; **P < 0.01; ***P < 0.001 compared with control cell by two tailed *t*-test. (D) Quantification of KIF21A gel shown in (B).

**SUPPLEMENTARY FIGURE 6.** Quantification of AGO123-/- lane in PCR gel. Quantification of gel shown in Figure 7 of (A) APIP, (B) KIF21A, (C) FKBP14, (D) RUBCN, (E) PHDB1, (F) PPIP5K2, (G) TBC1D5, and (H) EPB41L2.

How the deposited data were processed for this re-analysis (not part of the article)

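RNA of HCT116 cells was sequenced by the authors as 24 libraries, 3 in each of 8 groups: wild type, TNRC6A-/-, TNRC6B-/- and TNRC6AB-/- cells without transfection, wild-type cells given siTNRC6C or the control duplex siGL2, and TNRC6AB-/- cells given either. Sample labels name Trizol for RNA and a strand-specific Illumina whole-transcriptome kit, while the paper's methods name RNeasy columns. The authors quantified the reads with Salmon 0.11.0 and tested them with DESeq2, whose version is not given; splicing was read from STAR 2.5.3a alignments to hg38. The deposited tables hold, for 199612 transcripts, the estimated number of reads (an estimated count, not an integer) and length-scaled abundance (TPM), both as the authors' Salmon runs wrote them. Of these transcripts 199368 matched GENCODE 29 by identifier, 197048 with the same length. The 244 left unmatched held at most 0.054% of the reads of a library. Argonaute knockout and eCLIP data of the paper are not analysed here.

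Transcript estimates were summed to 57721 genes, of which 44889 had reads and 24153 passed filterByExpr. Depth ran from 28144290 to 42689320 reads per library, with a median of 34465674. Counts were scaled by TMM and fitted with a quasi-likelihood model of all 24 libraries, with a mean for each of the 8 groups, in edgeR 4.0.16 on R 4.3.3; residual degrees of freedom were 16. P-values were adjusted by Benjamini-Hochberg over all tested genes, and a gene was called changed at an adjusted p below 0.05 and a log2 fold change beyond 0.6 either way. Counts of genes that rose or fell in a list, and calls on single named genes, use the adjusted p alone. Standard errors of log2 fold changes were taken from the fold change and its F statistic. Comparisons and interactions, the gene lists, the alternatives and the rule by which genes are named were fixed before the data were examined. Named genes are those the paper names in its text and figures, those with the largest rise or fall in a comparison at a mean of at least 5 CPM with no overlap between the groups, and up to 4 members of each list with the smallest adjusted p.

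To learn how small a change can be found, changes were put into simulated counts with the spread of these libraries. In the comparison of TNRC6AB-/- with wild type, edgeR recovered 61.2% of genes changed by log2 0.8, 91% of those changed by 1 and 98.5% of those changed by 2, and called 9 of 23222 unchanged genes. Spread is wider between untransfected libraries, and a model with 1 spread for all libraries then calls too many genes among them: with spreads set unequal as measured, the fit of 24 libraries called 79 unchanged genes of 23353 for TNRC6B-/- and 63 for TNRC6AB-/-, against 8 and 14 in fits of the 6 compared libraries. The fits of 6 also missed more: of 200 genes changed by log2 1 they recovered 50% for TNRC6B-/- and 63.5% for TNRC6AB-/-, where the fit of 24 recovered 82.5% and 83.5%. For siTNRC6C in wild-type cells the fit of 24 called 4 unchanged genes and recovered 88.5%, and the fit of 6 called 14 and recovered 97.5%.

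The 18 gene lists are RNAi core genes, deadenylation and decapping factors, let-7 targets, targets of miR-17 and miR-200 families, epithelial genes, mesenchymal genes, S phase genes, G2 and M phase genes, p53 targets, interferon-stimulated genes, integrated stress and unfolded protein response genes, cholesterol synthesis, ribosome biogenesis and MYC targets, hypoxia targets, cytosolic ribosomal proteins, intestinal differentiation, intestinal stem cell and Wnt targets, and markers of blood, endothelium and fibroblasts, cells foreign to the line. Each was tested with camera (limma 3.58.1) at a preset correlation of 0.01 between genes and again with the correlation estimated from the residuals. Members were also counted with p-values adjusted over the list alone. With an estimated correlation the mesenchymal list passes in TNRC6AB-/- cells, and the mesenchymal and let-7 lists in TNRC6AB-/- siTNRC6C cells against either siGL2 control and in TNRC6AB-/- siGL2 cells against wild-type siGL2; the other calls on lists in these comparisons rest on the preset correlation.

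Seed sites of 15 microRNA families and of 4 siRNA strands were counted in the 3' untranslated regions of 14946 genes, and genes with a site were compared with genes without, with random 7-base words (1000 in each class of GC content) and with genes of like length in 5 bins.

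Inclusion of an exon is the percentage of TPM from annotated transcripts that contain it among those that span it, for exons between the primers or in the plots of the paper. Transcript usage was tested with diffSpliceDGE, as planned. On simulated switches of the leading transcript by a fold of 3 it recovered 17 of 200 (8.5%) and called 507 of 13190 unchanged genes, so it failed that check. Several tests were then compared on simulated data alone, and the 1 that did best, an edgeR fit of each transcript with its gene's total as offset and a Simes p per gene, was added after the data were seen; it recovered 99 of 200 (49.5%) and called 2 of 13190. Its rates may be too favourable, as it was chosen on simulated data, and usage was not simulated with unequal spread between groups. The planned test is still reported beside it.

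Alternatives tried were RLE scaling, no expression filter, replicate number as a block, counts scaled from TPM and length (lengthScaledTPM), fits of the compared groups alone, DESeq2 1.42.0, an adjusted p without a fold threshold, untransfected wild type as control of transfected groups, and each library of a comparison left out. Replicate numbers do not pair samples across groups by the labels, and residual correlation between libraries of the same number ran from -0.322 to 0.354. Added after the data were seen were the share of reads in retained-intron transcripts as a covariate, the fit without 4 libraries (the farthest from the group mean in each of wild type, TNRC6B-/-, TNRC6AB-/- and wild-type siGL2), and limma voom with a spread per group. Also added then was the simulation, in 20 runs, of overlaps between comparisons that share wild type, with wild type drawn anew and either no change or the called changes dealt to random genes of like level. Splits of the same libraries into other groups were counted in fits of the compared libraries alone. Figures and exon shares used Python 3.11.15 with matplotlib 3.10.9, numpy 2.4.6 and pandas 2.3.3.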

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

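The rise of interferon-stimulated genes in TNRC6AB-/- cells drew attention because the paper does not mention an interferon response: 32 of 37 rose. That 1 library carried it was tested as set out beforehand, and a lasting difference of the line after the result was seen. With any library left out at least 31 of the 37 still rise, so 1 library does not account for it. In the separate transfected libraries 20 of the 37 rise in TNRC6AB-/- siGL2 cells against wild-type siGL2, in line with a lasting difference of this cell line, though 25 of the 37 fell with siGL2 in TNRC6AB-/- cells. In TNRC6A-/- cells 20 of the 37 rose and 1 fell (25 and 3 over the list alone), and in TNRC6B-/- cells 0 rose. Each genotype is 1 line, and the paper does not say whether TNRC6AB-/- was made from the TNRC6A-/- line, so loss of TNRC6A and a trait of the clones both stay open. A second TNRC6AB-/- clone or TNRC6A put back would separate these.

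Ribosomal protein genes stood out because almost the whole list moved together, with 38 of 41 lower in TNRC6AB-/- cells. Length and level of transcripts were tested as set out beforehand. The retained-intron share was tested after the data were seen, and a lasting difference after the result was seen. The list's median is -0.69 and that of 94 genes matched in length and level -0.372, a difference of -0.32, so short abundant transcripts may carry part of the fall and the test cannot tell how much. The matched genes may also include ribosomal protein genes outside the list. With the retained-intron share in the fit 40 of the 41 fall, so that share does not account for it. In TNRC6AB-/- siGL2 against wild-type siGL2 39 fall, which is consistent with a lasting difference of the line.

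Transfected wild-type cells differed from untransfected wild type in 3094 genes (90 in a fit of the 6 compared libraries alone, and 1027 to 4614 with a library left out), and 52 of 55 G2 and M phase genes were higher (54 over the list alone; camera adjusted p = 8.31e-23, and adjusted p = 0.529 with an estimated correlation). Fragment length was tested as set out beforehand, and the spread between libraries and the second genotype after the result was seen. The list lies 0.47 above 502 matched genes (0.763 against 0.296), so length and level do not account for it. In a fit of the 6 compared libraries alone 0 of the 55 rise by edgeR, with a median of 0.675. The list's mean log2 CPM per library ran from 5.811 to 6.618 in wild type and from 6.955 to 7.249 with siGL2. Why the calls end was not shown, and spread between untransfected libraries stays open as a source. In TNRC6AB-/- cells given siGL2 45 of the 55 are higher than without it, so both genotypes share the direction. Transfection, seeding density and library handling differ together and cannot be separated here.

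Mesenchymal genes were flagged because 18 rose in TNRC6AB-/- cells in a line of epithelial origin and the paper does not discuss it. TNRC6AB-/- siGL2 differed from TNRC6AB-/- cells without transfection in 2636 genes and from wild-type siGL2 in 3177, the latter a measure of the knockout that the paper's figures do not show.

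The effect of siTNRC6C differed between TNRC6AB-/- and wild-type cells for 618 genes, and for 2023 in the fit of those groups alone. Of 100 groupings of the same libraries, the real one among them, 3 gave as many (highest 2576). The effect of TNRC6A-/- differed with and without TNRC6B for 1669 genes. In the fit of those groups alone 605 were called, and 7 of 100 groupings, the real one among them, gave as many (highest 2070). That highest regrouping relabelled 0 libraries of a pair of groups and all 6 of the other pair. It keeps the real groups together, so it is no measure of chance assignment. The regroupings therefore cannot decide whether chance assignment accounts for the count. For siGL2 the effect differed between genotypes for 1775 genes, 870 in the fit of those groups alone. There 2 of 100 groupings, the real one among them, were as large (highest 1367). For siTNRC6C and for siGL2 the highest grouping relabelled 0 libraries of a pair of groups and 4 of the other pair. A real pair stayed intact there too, so the same limit holds for both.

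For comparisons of a pair of groups only 10 splits exist, too few for a share under 0.05. The real grouping called 1247 genes for TNRC6A-/- against wild type (highest other split 0), 44 for TNRC6B-/- (3), 3089 for TNRC6AB-/- (0), 593 for siTNRC6C in wild-type cells (1), 7543 for TNRC6AB-/- siTNRC6C against wild-type siGL2 (0), 2083 against TNRC6AB-/- siGL2 (0), 3339 for TNRC6AB-/- siGL2 against wild-type siGL2 (0), 90 for wild-type siGL2 against wild type (1) and 2368 for TNRC6AB-/- siGL2 against TNRC6AB-/- (0), and in each case 1 split of 10, the real one, was as large.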

How the results depend on the processing

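Results with alternative choices are given beside the value used above; the retained-intron covariate, the fit without 4 libraries, limma voom and the offset test were chosen after seeing the data, and the cause of each shift was not tested. Genes changed in TNRC6A-/- cells were 2086, 1247 in a fit of the compared groups alone and 3380 by adjusted p alone. For TNRC6B-/- cells 479 became 44 (compared groups alone), 2288 (without 4 libraries), 105 (voom), 759 (adjusted p alone) and 330 to 1313 with a library left out, and for TNRC6AB-/- cells 4521 became 7111 (adjusted p alone). For siTNRC6C in wild-type cells 152 became 295 (no filter), 94 (lengthScaledTPM), 593 (compared groups alone), 244 (DESeq2), 4796 (untransfected wild type as control), 452 (retained-intron covariate), 441 (without 4 libraries), 557 (voom) and 41 to 72 with a library left out. TNRC6AB-/- siTNRC6C against TNRC6AB-/- siGL2 went from 803 to 2083 (compared groups alone), 1769 (without 4 libraries), 2568 (voom), 1586 (adjusted p alone) and 360 to 713 with a library left out. By adjusted p alone TNRC6AB-/- siGL2 differed from wild-type siGL2 in 5240 genes and from TNRC6AB-/- in 4864. Wild-type siGL2 against wild type went from 3094 to 90 (compared groups alone), 1948 (retained-intron covariate), 5996 (adjusted p alone), and 1027 to 4614 with a library left out. The siTNRC6C interaction went from 618 to 339 (lengthScaledTPM), 2023 (compared groups alone), 993 (DESeq2), 1114 (without 4 libraries), 2076 (voom) and 196 to 606 with a library left out. That of TNRC6A with TNRC6B went from 1669 to 605 (compared groups alone), 2599 (retained-intron covariate), 4669 (without 4 libraries), 847 (voom) and 1326 to 2890, and that of siGL2 with genotype from 1775 to 870 (compared groups alone) and 966 to 2638. Genes shared by TNRC6AB-/- and TNRC6AB-/- siTNRC6C cells became 3603 by adjusted p alone. Over the single knockouts, TNRC6AB-/- and both siTNRC6C groups against wild type or wild-type siGL2, list calls fell from 47 to 3 with an estimated correlation. Seed families past the threshold in TNRC6AB-/- siTNRC6C cells fell from 15 to 0 when matched in length of the 3' untranslated region and to 0 with an estimated correlation. Genes with changed usage by the offset test went from 317 to between 165 and 360 with a library left out in TNRC6AB-/- cells, and from 1492 to between 620 and 1745 in TNRC6AB-/- siTNRC6C cells. By diffSpliceDGE 941 in the latter became 617 to 863, with RUBCN gained in 1 run (adjusted p = 0.0083). Transcript usage in TNRC6AB-/- cells called 1 of the studied genes by diffSpliceDGE, EPB41L2, which passes neither with a count filter of 10 (0 genes), a replicate block (0) nor any library left out. There 0 to 1 genes pass, and they are others: PPIP5K2 (adjusted p = 0.00437 and adjusted p = 0.000535), KIF21A (adjusted p = 8.44e-08) and FKBP14 (adjusted p = 0.0335). With the gene total as offset 2 pass, EPB41L2 and DEPDC1, in every run, and FKBP14 in 1 (adjusted p = 0.00208). For the Wnt and stem cell list in TNRC6AB-/- siTNRC6C cells the direction camera reports went from down (adjusted p = 0.97) to up (adjusted p = 0.993) with a replicate block, the median of 0.211 being the same and neither passing. Signs turned for RUBCN inclusion there (-1.93 to 1.31 points), for APIP inclusion (-2.76 to 0.32 points in TNRC6AB-/-, -4.32 to 0.92 in TNRC6AB-/- siTNRC6C) and for TNRC6A in TNRC6AB-/- siTNRC6C cells under lengthScaledTPM (0.087, adjusted p = 0.678). Every other count of genes changed in expression stayed within 1.5 times its value. Of 88 calls on named genes 74 hold in every setting, 13 are lost in at least 1 and 1 turns.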

Differences from the paper's values

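Genes changed in TNRC6B-/- cells number about 200 in Fig. 2A, read by eye, and 479 here; none of the 13 other settings fixed in advance comes near. With siTNRC6C in wild-type cells Fig. 2A shows about 450 genes, read by eye, against 152 here; of 14 settings fixed in advance the fit of the compared groups alone comes near (593), as do settings chosen after seeing the data, the retained-intron covariate (452), the fit without 4 libraries (441) and limma voom (557). Of these about 330 fell in Fig. 2A, read by eye, and 101 here; the fit of the compared groups alone gives 461. The figure does not state its threshold or the control of the siTNRC6C groups.

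Inclusion of the DEPDC1 exon in TNRC6AB-/- siTNRC6C cells is about 39% in Fig. 6C, read by eye, and 59.9% here. EPB41L2 inclusion in wild-type cells is about 17% in Fig. 6D, read by eye, and 29.4% here. The other inclusion values in these figures, read by eye, are lower than those here too, by less than 1.5 times: DEPDC1 about 77% in Fig. 6C and 92.2% here in wild type, about 62% and 82.7% in TNRC6AB-/-, and EPB41L2 about 55% in Fig. 6D and 73.8% here in TNRC6AB-/-, about 69% and 78.4% in TNRC6AB-/- siTNRC6C. No setting fixed in advance applies to any of them. The paper's plots rest on reads across junctions and the values here on estimates per transcript.

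The bars of Fig. 2A, read by eye, stand lower for TNRC6B-/- than for siTNRC6C, an order the paper's text does not state; here 479 stand above 152, and the order turns back in a fit of the compared groups alone (44 and 593). The paper finds significant splicing changes for 5 of its 7 genes, where the offset test passes for KIF21A and PHLDB1 in TNRC6AB-/- siTNRC6C cells (adjusted p = 0.00149 and adjusted p = 0.034) and not for FKBP14, RUBCN or TBC1D5. The call on PHLDB1 is lost with any library left out, and FKBP14 passes in TNRC6AB-/- cells without TNRC6AB-/- replicate 1 (adjusted p = 0.00208). APIP, which the paper finds unchanged, passes in TNRC6AB-/- siTNRC6C cells (adjusted p = 0.0411; in 1 of 6 runs with a library left out), through a transcript that does not span its exon.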

Other observations

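Several genes outside the paper's account moved far. ANKRD1, a target of stretch and YAP signalling, rose in TNRC6AB-/- siTNRC6C cells from 0.557 ± 0.311 to 55.4 ± 0.48 CPM (mean ± SD, n = 3; log2 fold change 6.62, SE 0.40, adjusted p = 2.2e-11, edgeR). TGFBI, a matrix protein induced by TGF-beta, rose by 5.94 (SE 0.34, adjusted p = 1.0e-11). NEUROD2, a neuronal transcription factor, rose with siGL2 transfection in both genotypes, from 2.59 ± 0.60 to 46.6 ± 7.43 CPM in wild-type cells (4.17, SE 0.19, adjusted p = 3.44e-12) and by 4.47 in TNRC6AB-/- cells (SE 0.20, adjusted p = 1.1e-12). BST2, an interferon-induced tether of viruses, fell by 2.97 (SE 0.46, adjusted p = 0.000103) with siGL2 in TNRC6AB-/- cells, where 25 of 37 interferon-stimulated genes fell and 0 rose (29 and 0 over the list alone; median -0.79; camera adjusted p = 1.6e-10, and adjusted p = 0.259 with an estimated correlation).

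The silencing machinery itself moved in part. Of 13 RNAi core genes 6 rose and 3 fell in TNRC6AB-/- cells (8 and 4 over the list alone; camera adjusted p = 0.365), and in TNRC6AB-/- siTNRC6C cells DICER1, which cuts microRNA precursors, rose by 1.08 (SE 0.091, adjusted p = 3.92e-09, edgeR) and AGO3 by 0.77 (SE 0.098, adjusted p = 1.68e-06). Of 33 deadenylation and decapping factors 5 rose and 10 fell in TNRC6AB-/- siTNRC6C cells (the same over the list alone; camera adjusted p = 0.213), CNOT6L, a deadenylase, by -1.19 (SE 0.11, adjusted p = 9.39e-09) and CNOT3, a scaffold of the same complex, by -0.98 (SE 0.083, adjusted p = 3.87e-09). Wnt and stem cell targets split there, 6 up and 6 down of 15 (the same over the list alone), with a median of 0.21 but a mean of -0.16 (adjusted p = 0.97). CCNE2, a G1 to S cyclin, rose by 1.45 in TNRC6AB-/- cells (SE 0.25, adjusted p = 8.55e-05), where 6 of 43 S phase genes rose and 2 fell (4 and 1 over the list alone; camera adjusted p = 0.0221, and adjusted p = 0.688 with an estimated correlation) and 9 of 55 G2 and M phase genes rose and 0 fell (the same over the list alone; adjusted p = 0.0058, and adjusted p = 0.688 with an estimated correlation).

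Genes with microRNA seed sites stood higher in TNRC6AB-/- siTNRC6C cells than in wild-type siGL2 for all 15 families at the preset correlation, and so did genes with seed sites of the 4 siRNA strands; with an estimated correlation 0 families and 0 strands pass (adjusted p = 0.49). Both tests against length were chosen after the result was seen. Against genes of like length of the 3' untranslated region 0 of 15 families pass, but all 15 stay positive, by 0.018 to 0.084 where the differences were 0.15 to 0.232 before. Length may carry much of the difference and is not shown to carry all of it: genes with the longest such regions had a median of 0.09 and those with the shortest -0.31. Set against random 7-base words in genes of like length, 0 families lie outside the range of most words, so a release of microRNA targets cannot be told from a shift by length. The let-7 list, which was fixed in advance and rose, holds published targets rather than seed matches. It was not matched in length of the 3' untranslated region, so a shift by length stays open for it too. Argonaute binding sites would let targets be compared with non-targets of equal length.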
